# Single-cell transcriptome mapping identifies a local, innate B cell population driving chronic rejection after lung transplantation

**DOI:** 10.1172/jci.insight.156648

**Published:** 2022-09-22

**Authors:** Natalia F. Smirnova, Kent Riemondy, Marta Bueno, Susan Collins, Pavan Suresh, Xingan Wang, Kapil N. Patel, Carlyne Cool, Melanie Königshoff, Nirmal S. Sharma, Oliver Eickelberg

**Keywords:** Pulmonology, Transplantation, Organ transplantation

## Abstract

Bronchiolitis obliterans syndrome (BOS) is the main reason for poor outcomes after lung transplantation (LTx). We and others have recently identified B cells as major contributors to BOS after LTx. The extent of B cell heterogeneity and the relative contributions of B cell subpopulations to BOS, however, remain unclear. Here, we provide a comprehensive analysis of cell population changes and their gene expression patterns during chronic rejection after orthotopic LTx in mice. Of 11 major cell types, *Mzb1*-expressing plasma cells (PCs) were the most prominently increased population in BOS lungs. These findings were validated in 2 different cohorts of human BOS after LTx. A *Bhlhe41*, *Cxcr3*, and *Itgb1* triple-positive B cell subset, also expressing classical markers of the innate-like B-1 B cell population, served as the progenitor pool for *Mzb1*^+^ PCs. This subset accounted for the increase in IgG_2c_ production within BOS lung grafts. A genetic lack of Igs decreased BOS severity after LTx. In summary, we provide a detailed analysis of cell population changes during BOS. IgG^+^ PCs and their progenitors — an innate B cell subpopulation — are the major source of local Ab production and a significant contributor to BOS after LTx.

## Introduction

Chronic lung diseases are a leading cause of morbidity and mortality worldwide, accounting for 7% of all deaths from noncommunicable diseases (1). To date, lung transplantation (LTx) represents the only potential cure for most end-stage chronic lung diseases. Although short-term survival after LTx has significantly improved over time, the median survival and long-term survival of LTx are severely limited, primarily due to chronic rejection of the allograft, which leads to an irreversible decline of lung function. Adults who underwent primary LTx in the recent era (2010 to June 2017) had a median survival of 6.7 years, the worst of any solid-organ transplantation (2). The long-term outcome of LTx is mainly limited by the development of bronchiolitis obliterans syndrome (BOS), the most common phenotype of chronic rejection. BOS develops in 50% of all patients 5 years after LTx and is the leading cause of death after receiving a lung transplant (2). During the development of BOS, airways are progressively infiltrated by leukocytes and exhibit signs of chronic inflammatory and immune processes, ultimately resulting in peribronchial fibrosis and the loss of the bronchial epithelium. This scarring, due to epithelial loss, leads to an obstruction of the airways, decreasing the diameter of their lumen, limiting airflow, and reducing lung function (3).

We and others recently reported that B cells are a major contributing cell type to the development of BOS (4, 5), which has also been reported in chronic rejection of other solid organs after transplantation (6). Most of these studies have characterized systemic or local B cells in chronic rejection, using flow cytometry (7) or immunostaining of tissue sections (4, 5), introducing an intrinsic bias due the use of prespecified surface markers. The advent and validation of new methods, such as single-cell RNA-Seq (scRNA-Seq), offer the possibility to avoid this bias by distinguishing cell populations on the basis of an entire set of transcripts expressed by each cell. The scRNA-Seq technology has already changed preexisting classifications of immune cell subsets (8) and provided a new level of understanding of their distribution and function in disease (9, 10).

Here, we sought to provide a comprehensive analysis of cell population changes of BOS after LTx using scRNA-Seq to identify changes in the composition of cell types present during rejection inside the lung grafts and alternations to their individual gene expression profiles. Plasma cells (PCs) were the most enriched cell cluster detected in BOS. PCs were consistently found in large amounts in subepithelial layers of BOS airways, both in human disease and mouse models thereof. Detailed subclassification analysis of B cells and their progeny in murine lung grafts identified a subset of B cells that give rise to PCs. These B cells expressed a number of markers of the innate B-1 cell population and were capable of producing IgG ex vivo. Mechanistic interrogation of these findings in vivo revealed that a mouse strain lacking production of all but IgM Ig isotypes (*Aicda^–/–^* mice) displayed protection against the development of BOS after LTx.

## Results

### scRNA-Seq identifies BOS-associated cell populations.

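Each library came from 1 left lung graft, so the mouse is the replicate in the comparisons that follow. There were 5 mice in the B6→B6 group, in which donor and recipient were both of the C57BL/6 (B6) strain, and 3 in the HLA→B6 group, in which the donor carried a human HLA-A2 transgene on the B6 background. All were male and received no immunosuppression. For each graft the authors loaded 10000 cells for droplet sequencing of the 3′ ends of transcripts (10x Genomics). In this assay every transcript molecule carries a cell barcode and a unique molecular identifier (UMI), so a count is a number of molecules and not of reads. The authors counted UMIs per gene with Cell Ranger on the mouse genome mm10, left out barcodes with fewer than 200 UMIs and genes seen in fewer than 3 cells, and removed free RNA released by broken cells with SoupX. As genes that report free RNA they gave SoupX a list with hemoglobin, club cell, surfactant, Ig and MHC II genes, among others. They then clustered the cells with Seurat and named the clusters with clustifyr and a mouse cell atlas. The data used here are their table of UMI counts, 17921 genes in 20778 cells, and their table that gives each cell its mouse, cell type and cluster. Every count was a whole number. Whether the counts are those before or after SoupX is not given in the sources used here. Of the 17921 gene names, 17711 (98.8%) are names in the GENCODE vM21 annotation of GRCm38, the assembly behind mm10, from which the coordinates given with genes were taken.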

C57BL/6 (B6) recipient mice underwent orthotopic left LTx using lungs from B6 (control) of HLA (chronic rejection) donors (syngeneic group: B6→B6, *n* = 5; and BOS group: HLA→B6, *n* = 3), as previously described (4), to generate robust lymphocytic bronchiolitis (LB) and BOS. Lung grafts were harvested at 1 month after LTx (Figure 1A), a time point representing progression toward LB/BOS (11). Lung grafts were dissociated using a combination of enzymatic and mechanical methods, after which total cells were analyzed by scRNA-Seq. After application of quality-control filters and removal of ambient RNA, 9697 cells from syngeneic grafts and 11,081 cells from BOS grafts were included in scRNA-Seq analysis (detailed composition of cells per sample is shown in Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.156648DS1). 

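These cells numbered 947, 1350, 2434, 4098 and 868 in B6→B6 replicates 1 to 5 and 6544, 3291 and 1246 in HLA→B6 replicates 1 to 3. The HLA→B6 mice are numbered here as in the table of cells, in which the cell names and Supplemental Figure 1A call the same mice 2, 3 and 5. Between 1669076 and 8111762 UMIs were counted per B6→B6 mouse (median 2876651) and between 2651479 and 12445769 per HLA→B6 mouse (median 9190805). The depth of a single cell was alike in the 2 groups: the median number of UMIs per cell was 1538 over all B6→B6 cells and 1494 over all HLA→B6 cells, and the median of single mice ran from 1356 to 1948. The number of cells recovered ran from 868 to 6544, so shares of cells were compared in place of cell numbers. Total UMIs did not follow the number of cells alone. HLA→B6 replicate 2 had 9190805 UMIs from 3291 cells, and B6→B6 replicate 4 had 8111762 from 4098 cells. The table also held 17 cells with fewer than 200 UMIs, of which the shallowest had 2, and 28 genes seen in fewer than 3 cells. Scrublet marked 256 cells (1.23%) as doublets, which were kept in the values below and left out in an alternative.

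Cell barcodes were shared between libraries of different mice more often than a random draw gives. B6→B6 replicate 2 and HLA→B6 replicate 2 shared 160 barcodes where 6.67 were expected, and B6→B6 replicates 1 and 2 shared 112 where 1.92 were expected. In the first pair 97.5% of the shared barcodes had the same cell type in both mice, against 17.0% by chance. B6→B6 replicates 1, 2 and 3 and HLA→B6 replicate 2 were connected by such pairs and are called the linked libraries. B6→B6 replicates 4 and 5 and HLA→B6 replicates 1 and 3 are called the unlinked libraries, although HLA→B6 replicate 1 and B6→B6 replicate 1 also shared 19 barcodes where 9.31 were expected. Both sets hold mice of both groups, and the mean difference within the sets is given beside the pooled difference. In another alternative, of the cells of different mice that shared a barcode the deepest was kept where it had at least 5 times the UMIs of the next, and the other 793 were left out. Both of these were chosen after the data were seen.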

Cellular gene expression data from both conditions were aligned and projected in a bidimensional uniform manifold approximation and projection (UMAP) plot to identify cell populations present in the lung grafts. Unsupervised clustering, using the *Seurat* package, distinguished 14 distinct cell clusters on the basis of their individual gene expression profiles (Figure 1, B and C). Putative biological identities were assigned to each cluster, using patterns of established canonical markers as well as importing the murine gene expression atlas, which resulted in the identification of 11 cell types (12) (Supplemental Figure 1, B–D). 

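The table of cells carries 15 clusters, numbered 0 to 14, and 11 cell type names. It also holds 11 clusters of the 5514 structural cells and 4 clusters of 2434 B cells and PCs; 24 further B cells and PCs have no such cluster. These names and clusters were used as deposited, and no cell was clustered again. Because the authors drew the clusters from the same counts, p values for genes that separate clusters describe those clusters and are not an independent test of them. Percentages of cells were computed per mouse, and their group means were compared with an exact permutation test, two-sided, over the 56 ways to split 8 mice into 3 and 5. The smallest p this design allows is 0.0357. Values adjusted by the Benjamini-Hochberg method (BH) are given beside it. For gene expression, counts were summed per mouse over the cells of a type or cluster and compared with edgeR's quasi-likelihood test, for which a mouse needed at least 10 cells. Levels are given as CPM, the counts of a gene scaled to the same total in every sum, as mean ± SD over mice. Where cells of unequal depth were compared by a share of cells with a UMI or by genes per cell, each cell was thinned at random to 1000 UMIs (structural cells to 500), and shallower cells were left out. The analyses, the named genes and the alternatives, apart from those said to be chosen later, were fixed before the data were examined.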

As shown in Figure 1B, lung grafts were composed of structural resident, as well as infiltrating or resident immune and inflammatory cells. Major shifts in cell abundance of each cluster were observed between the syngeneic and BOS groups (Figure 2, A and B). 

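Among all cells of a mouse, monocytes took 5.99% ± 1.64 (SD, n = 5) in B6→B6 and 11.0% ± 4.81 (SD, n = 3) in HLA→B6 grafts (exact permutation test, p = 0.107, BH 0.524). NK cells took 6.52% ± 2.34 and 4.32% ± 0.222 (exact p = 0.143), mast cells 0.606% ± 0.258 and 0.332% ± 0.157 (exact p = 0.143), and alveolar macrophages 14.9% ± 5.07 and 10.9% ± 4.56 (exact p = 0.286). T cells made up 22.9% ± 7.98 of B6→B6 and 23.5% ± 9.43 of HLA→B6 cells (exact p = 1). For B cells the values were 17.2% ± 14.5 and 13.1% ± 9.02 (exact p = 0.893), for structural cells 22.8% ± 11.2 and 27.4% ± 5.38 (exact p = 0.607), for myeloid cells 3.82% ± 1.09 and 3.50% ± 1.52 (exact p = 0.786), and for cells named leukocytes 4.62% ± 4.44 and 5.00% ± 7.12 (exact p = 0.893). Type 2 pneumocytes took 0.287% ± 0.386 and 0.0509% ± 0.0882 (exact p = 0.357). The smallest exact p of these 10 types and PCs was 0.107, that of monocytes, so at this number of mice none of these differences was larger than the spread between mice could give. The exact Mann-Whitney test gave p of 0.143 or more for every type. Of the alternatives, leaving out B6→B6 replicate 5, in which 41.2% of cells were B cells, moved a difference the furthest: that of B cells went from -4.08 to 1.92 percentage points. Within the linked and unlinked libraries, the mean difference kept its sign for every type but myeloid cells, for which it went from -0.323 to 0.0820 percentage points, or to -0.395 with HLA→B6 replicate 1 put in the linked set.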

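PCs made up 0.314% ± 0.318 (SD, n = 5 mice) of the cells of B6→B6 grafts and 0.943% ± 0.851 (SD, n = 3) of HLA→B6 grafts. The ratio of the means, 3.00, was the largest of the 11 cell types, ahead of monocytes at 1.84. The difference was not past the spread between mice (exact permutation test, two-sided, p = 0.214, BH 0.589). Per mouse, PCs took 0.739%, 0.519%, 0.288%, 0.0244% and 0% in B6→B6 replicates 1 to 5 and 1.85%, 0.820% and 0.161% in HLA→B6 replicates 1 to 3, so the mice of both groups spread widely. Within the linked and unlinked libraries the mean difference was 0.698 percentage points (exact permutation within sets, p = 0.0833, the smallest possible), against 0.629 pooled. Without HLA→B6 replicate 1, which held 121 of the 150 PCs of that group, the difference was 0.177 percentage points. Of the 14 PCs in B6→B6 replicates 1 and 2, 11 (78.6%) were among those left out for a barcode shared between mice, and without all such cells the difference was 0.839 percentage points (exact p = 0.107).

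The transcripts that define PCs were read over the 172 PCs, 2286 B cells and 5071 T cells, whose median depths were 7942.5, 1597.5 and 1648 UMIs. T cells served as a type that should lack Mzb1 and Sdc1 and show the level of free RNA. Mzb1 (chromosome 18, 35647267 to 35649367 on GRCm38) was found in 91.9% of PCs, 44.4% of B cells and 0.197% of T cells, and at 1000 UMIs per cell in 77.1%, 33.2% and 0.0816%. Xbp1 (chromosome 11, 5520659 to 5525893), which other cells also use, was found in 82.0%, 11.5% and 7.77%, or 59.0%, 6.74% and 4.58% at equal depth. For Sdc1 (chromosome 12, 8771323 to 8793715) the shares were 44.2%, 0.656% and 0.552%, or 9.39%, 0.399% and 0.334% at equal depth. Prdm1 (chromosome 10, 44437177 to 44528501) was the sparsest, at 23.3%, 0.525% and 2.47%, or 3.52%, 0.248% and 1.39% at equal depth. Ig transcripts take most UMIs of a PC, so the shares of these genes at equal depth are lowered in PCs.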

The most prominently increased cell type in chronic rejection were PCs, defined by the expression of *Xbp1*, *Prdm1* (encoding BLIMP-1), *Sdc1* (encoding CD138), and *Mzb1* (13, 14) (Figure 2, B and C). On the basis of this finding and on our previous data demonstrating a major role of B cells in the development of BOS (4), we next sought to define this cluster in more detail and interrogate the mechanistic contribution and clinical relevance of B cell subpopulations and PCs in BOS.

Of note, the resident structural cell compartment was subdivided into 11 distinct clusters, which we annotated manually (Supplemental Figure 2). 

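The 11 structural clusters are given by number, as deposited. Cluster 0 took 32.2% ± 22.5 (SD, n = 5 mice) of structural cells in B6→B6 grafts and 46.8% ± 19.0 (SD, n = 3) in HLA→B6 grafts (exact permutation test, two-sided, p = 0.393). For cluster 1 the shares were 19.5% ± 19.1 and 23.6% ± 7.51 (exact p = 0.786), with B6→B6 replicate 4 at 52.9% and the other B6→B6 mice between 5.88% and 16.5%. Without that mouse, cluster 1 was higher in HLA→B6 by 12.5 percentage points in place of 4.12. Cluster 2 fell from 18.2% ± 5.89 to 4.92% ± 3.68, with every HLA→B6 mouse below every B6→B6 mouse (exact p = 0.0357, the smallest possible, BH 0.196 over the 11 clusters). Cluster 3 took 5.02% ± 1.18 and 6.75% ± 2.82 (exact p = 0.321). Cluster 9, the smallest but 1, also had all HLA→B6 mice below all B6→B6 mice, at 0.351% ± 0.130 against 0.946% ± 0.536 (exact p = 0.0357, BH 0.196). With 0.0357 as the smallest p, an adjusted p under 0.05 requires at least 8 of the 11 clusters to separate the groups fully, so the adjusted values say little on any 1 cluster. Within the linked and unlinked libraries the mean difference in percentage points was 21.4 for cluster 0, -0.237 for cluster 1 (5.48 with HLA→B6 replicate 1 put in the linked set), -12.3 for cluster 2 and 1.21 for cluster 3. The MHC II genes Ciita, H2-DMa, H2-DMb1 and Cd74, which are among the genes that lead cluster 0, also had higher means in structural cells of HLA→B6 grafts. Of these, Ciita (adjusted p = 0.162 by edgeR) and Cd74 (adjusted p = 0.0703 by edgeR) did not pass 0.05. Whether the size of cluster 0 in the 2 groups depends on that change was not tested.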

Major quantitative shifts were observed for structural clusters 0 to 3. 

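Structural cluster 0 held 2364 cells, which the deposited table names MHC II-positive endothelial cells. Their median depth was 1068.5 UMIs, against 1648 in the 5071 T cells used as a type that should lack these genes. Tmem100 was found in 81.4% of cluster 0 cells and 2.72% of T cells, and after thinning to 500 UMIs in 68.4% and 1.15%. At equal depth it was also found in 58.9% of cluster 1 cells and 54.9% of cluster 2 cells. Lyve1 was found in 58.9% of cluster 0 cells and 0.473% of T cells, or 41.6% and 0.132% at equal depth, and was more frequent in cluster 5 (58.3% at equal depth). Prox1, a transcription factor of lymphatic endothelium, had no UMI in any of the 2364 cells, while 2 of 5071 T cells had 1. In cluster 9, named Prox1-positive endothelial cells in the deposited table, it was found in 12 of 32 cells (37.5%) at a median depth of 1076.5 UMIs. The endothelial gene Pecam1 was found in 76.4% of cluster 0 cells.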

Cluster 0, enriched in BOS grafts, was identified as lymphatic endothelial cells, on the basis of their positivity for *Tmem100* and *Lyve1* (15). 

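Over all structural cells of a mouse, the 3 MHC II genes that the paper lists among its free RNA markers were compared between the groups. The sums take in all 11 clusters, also cluster 6 (136 cells, led by T cell genes such as Cd3d), cluster 7 (92 cells, led by the platelet genes Ppbp and Pf4) and cluster 10 (31 cells, with the B cell genes Cd79a and Ms4a1 among those that lead it). They lie side by side on chromosome 17 of GRCm38: H2-Ab1 from 34257689 to 34269419, H2-Aa from 34282744 to 34287823 and H2-Eb1 from 34305867 to 34316674. H2-Ab1 rose from 448 ± 191 CPM (SD, n = 5 mice) in B6→B6 to 1606 ± 376 (SD, n = 3) in HLA→B6 grafts, a log2 fold change of 1.83 (standard error 0.31, adjusted p = 0.0258 by edgeR). H2-Aa rose from 384 ± 150 to 1225 ± 266 CPM (1.67, standard error 0.29, adjusted p = 0.0282 by edgeR) and H2-Eb1 from 270 ± 111 to 955 ± 188 CPM (1.82, standard error 0.34, adjusted p = 0.0413 by edgeR). Of 4 further genes of this pathway, H2-DMa (log2 fold change 1.99, adjusted p = 0.0081) and H2-DMb1 (1.58, adjusted p = 0.0457) passed 0.05 in edgeR, while Cd74 (1.99, adjusted p = 0.0703) and Ciita (1.91, adjusted p = 0.162) did not. All 3 HLA→B6 mice were above all 5 B6→B6 mice for every one of the 7 genes but Ciita (exact permutation test, two-sided, p = 0.0357 for 6 genes and 0.0714 for Ciita). In T cells of HLA→B6 grafts, which should not make it, H2-Ab1 stood at 18.7 CPM without TMM scaling, and in structural cells on that scale at 1807 CPM.

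**Figure D1:**
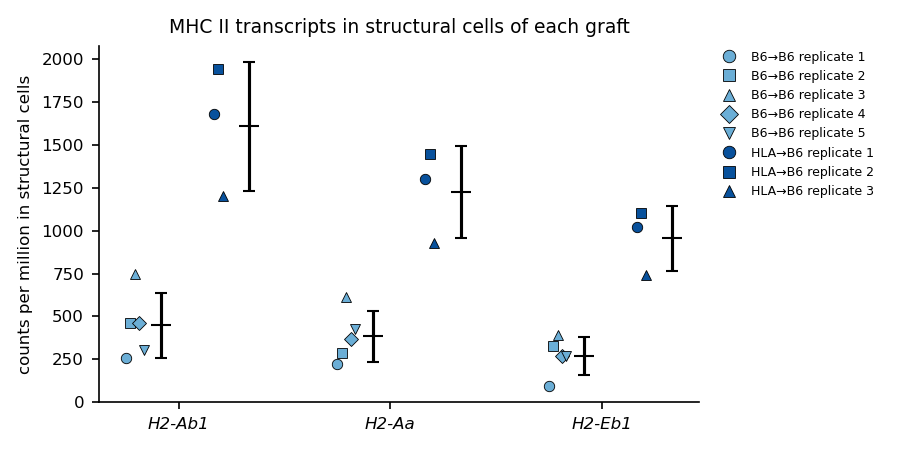
CPM of H2-Ab1, H2-Aa and H2-Eb1 in structural cells of each mouse (points), with the mean and SD of each group. All HLA→B6 mice lie above all B6→B6 mice for each gene.

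The adjusted p depended on single mice more than the fold did. H2-Ab1 was at 0.0868 without B6→B6 replicate 2, 0.0934 without B6→B6 replicate 4, 0.123 without HLA→B6 replicate 1 and 0.135 without HLA→B6 replicate 2, with log2 fold changes of 1.69 to 2.10 over the 8 fits. Without the same 4 mice H2-Aa was at 0.0912, 0.101, 0.136 and 0.144, and H2-Eb1 at 0.0912, 0.126, 0.148 and 0.185, and at 0.0656 without B6→B6 replicate 5. H2-DMb1 passed only without B6→B6 replicate 3 or 5, and was at 0.187 without HLA→B6 replicate 1, 0.170 without HLA→B6 replicate 2, 0.151 without B6→B6 replicate 4, 0.0917 and 0.0912 without B6→B6 replicates 1 and 2, and 0.0601 without HLA→B6 replicate 3. H2-DMa passed 0.05 in all 8 fits, Cd74 passed without B6→B6 replicate 3 (0.0408) or HLA→B6 replicate 3 (0.0391), and Ciita without the latter (0.0227). With every mouse thinned to the same number of cells, H2-Ab1 had a log2 fold change of 1.93 and an adjusted p of 0.0987. With the linked set as a block the log2 fold change of Cd74 was 2.13 and passed 0.05. Within cluster 0 alone, H2-Ab1 went from 1317 ± 911 to 3745 ± 490 CPM (log2 fold change 1.43, adjusted p = 0.159 by edgeR), and of the 7 genes only H2-DMa passed (1.58, adjusted p = 0.0177). H2-Ab1 was thus higher in cluster 0 than over all structural cells in both groups.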

Interestingly, and consistent with its association with rejection, endothelial cells in this cluster were highly positive for genes encoding MHC II molecules. Expression of MHC II is enhanced on endothelial cells in inflammatory contexts, conferring them an antigen-presenting role (16). Consistent with the pathological changes documented for BOS (17, 18), cluster 1 and cluster 2 cells, expressing lung epithelial cell markers *Scgb1a1* and *Sftpc*, were decreased in proportion in rejecting lungs (17, 19), whereas cluster 3 *Col1a1*-expressing fibroblasts were enriched (20) (Supplemental Figure 2).

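The epithelial genes Scgb1a1 (club cells) and Sftpc (type 2 pneumocytes) were both on the authors' list of free RNA markers. Scgb1a1 was found in 32.4% of the 1347 cells of cluster 1 (median depth 886 UMIs), 11.3% of the 529 cells of cluster 2 (1869 UMIs) and 12.0% of T cells, which should lack it. At 500 UMIs per cell the shares were 24.7%, 5.73% and 7.98%, but most T cells with Scgb1a1 came from B6→B6 replicate 4. In that mouse the shares at 500 UMIs were 37.0%, 16.7% and 26.0%, and in the other mice 0% to 24.3% in cluster 1, 0% to 6.45% in cluster 2 and 0% to 2.72% in T cells. Cluster 1 had Scgb1a1 in 5 mice, above T cells in all 5, as cluster 0 did in its 5, and cluster 2 in 2 mice, above T cells in 1, HLA→B6 replicate 3, with 25 cells. Sftpc was found in 17.3% of cluster 1 cells, 7.56% of cluster 2 cells and 4.97% of T cells, or 9.89%, 2.95% and 2.98% at equal depth, with 10.4% of T cells in B6→B6 replicate 4 and 0% to 1.28% in the others. In type 2 pneumocytes it was found in 100% of 32 cells. The pan-epithelial gene Epcam was found in 2 of 1347 cells of cluster 1 and in none of 529 in cluster 2, against 95 of 5071 T cells and 24 of 68 cells of cluster 8, while the endothelial gene Pecam1 was found in 63.6% and 90.5%. Car4 was found in 96.0% of cluster 2 cells. The shares of Epcam and Pecam1 argue against epithelial cells as most of cluster 1 or cluster 2. A lower share of cluster 2 in HLA→B6 grafts thus does not show a loss of epithelial cells. Col1a1 was found in 26.7% of the 345 cells of cluster 3 (median depth 1210 UMIs) and 0.138% of T cells, or 15.1% and 0.0560% at equal depth, and its level in cluster 3 was 80.7 times that in the other structural clusters. From lower shares of clusters 1 and 2 and a higher share of fibroblasts with Col1a1, the paper states that the structural cells follow the pathology known for BOS.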

### PCs and Ig production in human lung grafts with BOS.

To assess the clinical relevance of the increased PC population in BOS, we compared explants from patients who developed BOS grade 3 and underwent retransplantation, with healthy control lungs (*n* = 10 each). PCs, identified by the expression of MZB1, CD38, CD138, and CD27, were robustly detected in large amounts in the peribronchial areas in BOS (Figure 2D, Figure 3A, and Supplemental Figure 3). Of note, these PCs were CD20^–^ and were found in large numbers in areas that were low in CD20 numbers (Figure 3, B and C). Although these peribronchial PCs displayed similar IgA expression in healthy and BOS samples, numerous IgG^+^ PCs were observed around the airways in BOS but were undetectable in healthy samples (Figure 4A). Quantification of local Ig isotype production in the bronchoalveolar lavage fluid (BALF) samples from patients with or without BOS who had undergone LTx (Table 1) showed that the titers of all 4 IgG subclasses (IgG_1_, IgG_2_, IgG_3_, IgG_4_) were significantly increased in BOS, whereas no differences were detected for IgE, IgM, IgA, or IgD isotypes comparing patients with and without BOS who had undergone LTx (Figure 4B).

### Heterogeneity of B cells in lung grafts.

An unsupervised detailed analysis of B and PC populations in mouse lung grafts identified 4 distinct subpopulations: 3 B cell clusters (clusters 0, 1, and 3) and a PC cluster (cluster 2) (Figure 5A). The majority of cells were found in cluster 0, and their numbers were similar between controls and BOS (n = 226 and 254 cells, respectively, in B6→B6 and HLA→B6 lung grafts). 

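Cluster 0 held 53, 216, 335, 214 and 314 cells in B6→B6 replicates 1 to 5 and 317, 244 and 202 cells in HLA→B6 replicates 1 to 3. The mean number of cells per mouse was 226 ± 112 (SD, n = 5) and 254 ± 58.2 (SD, n = 3), and pooled over mice 1132 and 763 cells. The paper's numbers for cluster 0 are thus means per mouse. As a share of the B cells and PCs of a mouse, cluster 0 went from 88.0% ± 3.98 in B6→B6 to 66.6% ± 5.05 in HLA→B6 grafts, with every HLA→B6 mouse, at 60.8% to 70.1%, below every B6→B6 mouse, at 81.5% to 92.2% (exact permutation test, two-sided, p = 0.0357, the smallest possible, BH 0.143 over the 4 clusters). Within the linked and unlinked libraries the mean difference was -21.4 percentage points (exact permutation within sets, p = 0.0833, the smallest possible). As a share of all cells of a mouse it was -5.86 percentage points (exact p = 0.643).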

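Cluster 1 held 61 cells pooled over the 5 B6→B6 mice and 149 over the 3 HLA→B6 mice, a ratio of 2.44 with a 95% interval of 1.80 to 3.35 that covers counting error only. Per mouse it held 5, 20, 22, 8 and 6 cells in B6→B6 replicates 1 to 5, a mean of 12.2 ± 8.14 (SD), and 74, 70 and 5 cells in HLA→B6 replicates 1 to 3, a mean of 49.7 ± 38.7. HLA→B6 replicate 3 thus lay within the range of the control mice. The share of B cells and PCs in cluster 1 was 5.38% ± 2.78 (n = 5) and 12.0% ± 9.40 (n = 3; exact permutation test, two-sided, p = 0.179, BH 0.357), and within the linked and unlinked libraries it was higher in HLA→B6 by 8.59 percentage points. The ratio of mean shares was 2.23 over B cells and PCs and 1.60 over all cells of a mouse. Of the alternatives, leaving out HLA→B6 replicate 1 moved the pooled ratio the most by fold, to 1.23, followed by 1.30 without HLA→B6 replicate 2. Without B6→B6 replicate 3 it was 3.82, and the ratio of mean cell numbers per mouse, a unit chosen after the data were seen, was 4.07.

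For cluster 3 the pooled cells numbered 55 and 102, a ratio of 1.85 (1.32 to 2.62 from counting error), and the means per mouse were 11.0 ± 15.5 (SD, n = 5) and 34.0 ± 44.2 (SD, n = 3), a ratio of 3.09. A single mouse held most cells in each group: 38 in B6→B6 replicate 5, against 0, 2, 7 and 8 in replicates 1 to 4, and 85 in HLA→B6 replicate 3, against 10 and 7 in replicates 1 and 2. Without HLA→B6 replicate 3 the ratio was 0.309, and without B6→B6 replicate 5 it was 6.00. The share of B cells and PCs in cluster 3 was 3.35% ± 4.26 and 11.0% ± 15.6 (exact permutation test, p = 0.393), so the mice of a group differed by more than the groups. Cluster 3 cells had a median of 533 UMIs and 10.1% of UMIs from mitochondrial genes, against 1584 UMIs and 2.37% in cluster 0.

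**Figure D2:**
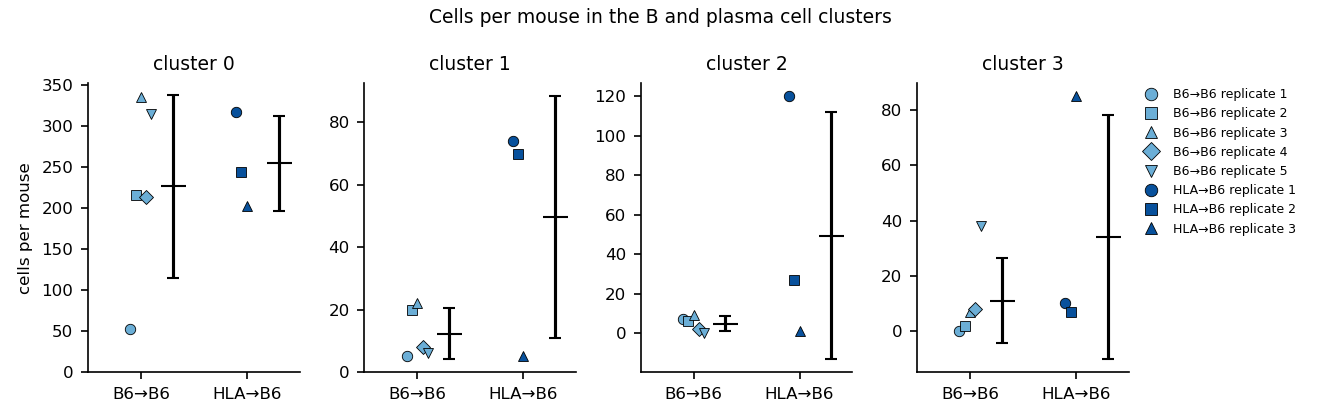
Number of cells in clusters 0 to 3 of B cells and PCs in each mouse (points), with the mean and SD of the 5 B6→B6 and 3 HLA→B6 mice. In cluster 3 most cells come from 1 mouse of each group, with 38 and 85 cells.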

Cell numbers in clusters 1 and 3 were increased 4- and 3-fold in HLA→B6 versus B6→B6, respectively. Cluster 2, identified as the PC cluster, based on the expression of *Xbp1*, *Mzb1*, *Sdc1*, and *Prdm1*, displayed a 10-fold increase in cell numbers in HLA→B6 versus B6→B6 lung grafts (Figure 5, B and C). 

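Cluster 2 held 172 cells, 164 of them named PCs and 8 named B cells among the cell types. Pooled over mice there were 24 in B6→B6 and 148 in HLA→B6 grafts, a ratio of 6.17 (95% interval 3.99 to 9.93, counting error only). Per mouse there were 7, 6, 9, 2 and 0 cells in B6→B6 replicates 1 to 5, a mean of 4.80 ± 3.70 (SD), and 120, 27 and 1 in HLA→B6 replicates 1 to 3, a mean of 49.3 ± 62.6. Its share of B cells and PCs was 3.30% ± 4.30 (n = 5) and 10.4% ± 11.6 (n = 3; exact permutation test, two-sided, p = 0.357, BH 0.393), and the mean difference within the linked and unlinked libraries was 7.52 percentage points against 7.08 pooled. Without HLA→B6 replicate 1 the pooled ratio was 1.17, and without B6→B6 replicate 3 it was 9.87. Without the cells left out for a barcode shared between mice it was 11.2, and the ratio of the means per mouse was 10.3. Ig transcripts took a median of 70.6% of the UMIs of a cluster 2 cell.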

Pseudotime and velocity analyses were used to interrogate the origin of these PCs in the HLA→B6 lungs (Figure 5D). 

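CytoTrace was not run here; the number of genes detected per cell, on which it rests, was compared between the B cell and PC clusters within each mouse. The number of genes depends on the number of UMIs, and the median depth of a cell was 1584 UMIs in cluster 0, 2976 in cluster 1 and 7845 in cluster 2. Counted over all UMIs, cluster 1 cells had 483 ± 105 (SD, n = 4 mice) more genes than cluster 0 cells of the same mouse, in 4 of 4 mice (exact sign-flip permutation test, two-sided, p = 0.125, the smallest possible). PCs had 504 ± 128 more (n = 2 mice, HLA→B6 replicates 1 and 2; exact p = 0.5). The pooled medians were 746 genes in cluster 0, 1191 in cluster 1 and 1070 in cluster 2, and 310 in cluster 3 at 533 UMIs.

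At 1000 UMIs per cell, the difference of cluster 1 from cluster 0 was -0.594 ± 6.74 genes (n = 4; exact permutation test, p = 1), with 3 of 4 mice above 0. Thinning left out 58 B6→B6 and 64 HLA→B6 cells of cluster 0 and no cell of cluster 1. Single mice gave -10.2 (B6→B6 replicate 2), 5.11 (B6→B6 replicate 3), 0.0670 (HLA→B6 replicate 1) and 2.67 (HLA→B6 replicate 2), and without the first the mean was 2.62. The alternative that moved it most was the one with all UMIs; at 500 UMIs the difference was -0.866 and at 2000 UMIs 7.53.

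**Figure D3:**
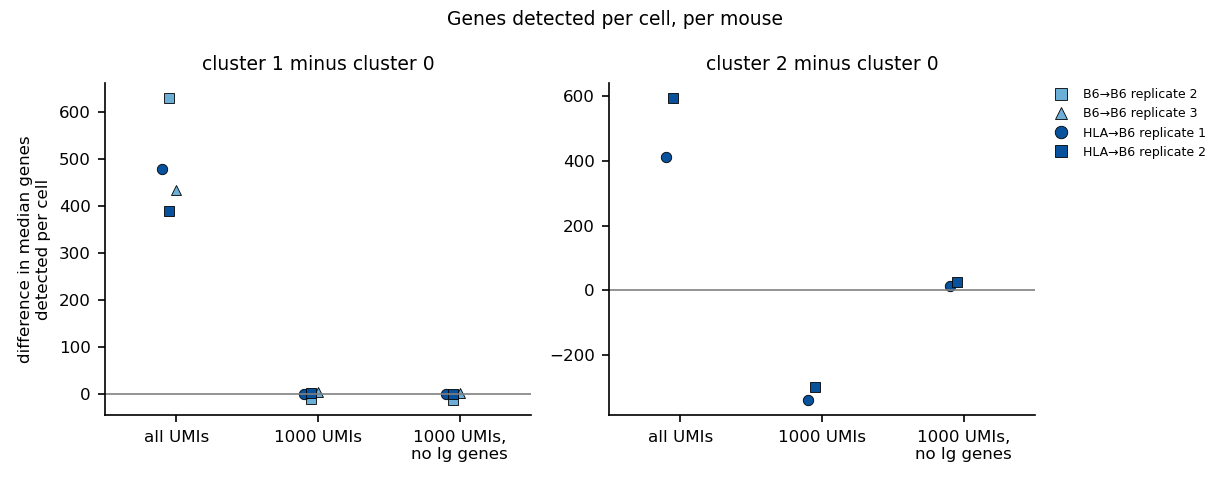
Difference in the median number of genes per cell from cluster 0 of the same mouse, for cluster 1 (4 mice) and cluster 2 (2 mice), over all UMIs, at 1000 UMIs per cell, and at 1000 UMIs without Ig genes. Points are mice. The difference of cluster 1 is near 483 over all UMIs and near 0 at equal UMIs.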

Pseudotime analysis, using CytoTrace (21), which identifies stem and differentiated cells on the basis of the total numbers of genes expressed, showed that PCs express fewer genes, whereas cluster 1 B cells expressed the most genes compared with the general population. This suggests that cluster-2 PCs are in a highly differentiated state, whereas cluster-1 cells are likely a progenitor population. 

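At 1000 UMIs per cell, PCs had 299 fewer genes than cluster 0 cells of the same mouse in HLA→B6 replicate 2 and 340 fewer in HLA→B6 replicate 1, a mean difference of -319 ± 28.6 (SD, n = 2; exact permutation test, two-sided, p = 0.5, the smallest possible). No B6→B6 mouse held 10 PCs that deep, and 10 of 24 B6→B6 and 13 of 148 HLA→B6 cluster 2 cells fell short of 1000 UMIs. With Ig genes removed before thinning, PCs had more genes than cluster 0 cells in both mice, by 13.5 and 26.6, a mean of 20.0 ± 9.31. The same removal left cluster 1 at -2.32 from cluster 0. From the order of the clusters by genes expressed, the paper proposes that PCs are highly differentiated and that cluster 1 holds their progenitors.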

The velocity analysis showed a directionality between cluster 1 and cluster 2 PCs, suggesting that PCs originate from cluster-1 B cells. The gene *Bhlhe41* was 1 of the predominant markers of cluster-1 cells. 

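Bhlhe41 (chromosome 6, 145858243 to 145865558, minus strand) was compared between cluster 1 and the other 3 clusters summed, within the 4 mice that held at least 10 cells of both: B6→B6 replicates 2 and 3, with 20 and 22 cluster 1 cells, and HLA→B6 replicates 1 and 2, with 74 and 70. Its level was 210 ± 63.2 CPM (SD, n = 4 mice) in cluster 1 and 34.8 ± 33.1 in the others, a log2 fold change of 2.54 (standard error 0.31, adjusted p = 0.000105 by edgeR with the mouse as a block), higher in 4 of 4 mice. It ranked sixth by fold among the 99 genes that were higher in cluster 1; 98 genes were lower, out of 3533 tested. Among genes that moved the same way in each of the 4 mice, the 3 largest rises were those of Zbtb32, Anxa2 (log2 fold change 3.30) and Ms4a6c (3.06), and the 3 largest falls those of Slpi (-7.20), Iglv1 (-6.66) and Jchain (-6.18), transcripts abundant in PCs. Ighg2c fell by 6.95 but had 0 counts on both sides in B6→B6 replicate 3. Per cell, Bhlhe41 was found in 36.2% of cluster 1 cells, 1.42% of cluster 0 cells, 25.0% of PCs and 0.0197% of T cells. At 1000 UMIs its shares were 17.6%, 0.853%, 5.15% and 0.0140%, and that of PCs is lowered, as Ig transcripts take most of their UMIs. The median depths were 2976, 1584, 7845 and 1648 UMIs. Without each mouse in turn the log2 fold change was 2.32 to 3.06. Of the alternatives, a fit without the mouse as a block moved the number of genes past 0.05 the most by fold, from 197 to 53, and setting cluster 1 against cluster 0 alone the most in number, to 450. It was 80 without HLA→B6 replicate 2. Scrublet marked 5.71% of cluster 1 cells and 0.106% of cluster 0 cells as doublets, and with doublets left out 221 genes passed.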

We validated, by immunostaining, the infiltration of BHLHE41^+^ cells around the airways of both humans and mice who developed BOS after LTx (Supplemental Figure 4).

### Functional characterization of the cluster-1 B cell subset.

To better understand the origin and functions of PCs in BOS, we investigated the cells from cluster 1, identified as potential progenitors of PCs in the BOS lung graft. Cluster-1 B cells expressed a number of transcription factors: *Zbtb32*, described in memory B cells, but absent in PCs; *Zbtb20*, expressed in B-1 cells and peaking in PCs (22); and *Bhlhe41*, recently unraveled as a marker of the B-1 population, which regulates B-1 cell differentiation, homeostasis, and function (23).

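Zbtb32 (chromosome 7, 30589681 to 30598909) had the largest rise in cluster 1 of all genes tested. Its level was 109 ± 25.8 CPM (SD, n = 4 mice) in cluster 1 and 4.19 ± 3.27 in the other clusters, a log2 fold change of 4.40 (standard error 0.41, adjusted p = 5.9e-06 by edgeR). It was found in 25.2% of cluster 1 cells, 0.475% of cluster 0 cells and 1.16% of PCs, against 1.26% of T cells, and at 1000 UMIs in 10.2%, 0.298%, 0.180% and 0.779%, so in PCs it was not above the share in T cells. Zbtb20 (chromosome 16, 42875881 to 43642602) went from 152 ± 88.8 CPM in the other clusters to 358 ± 130 in cluster 1 (log2 fold change 1.26, standard error 0.22, adjusted p = 0.0020 by edgeR), rank 39 of the 99 higher genes. Over whole clusters its mean level was 93.0 CPM in cluster 0 (8 mice), 369 CPM in cluster 1 (4 mice) and 128 CPM in PCs (2 mice). Ig transcripts took a median of 70.6% of the UMIs of a PC and 2.19% of those of a cluster 1 cell. This lowers the levels, and the shares at 1000 UMIs, of all other genes in PCs. The level of Zbtb20 thus does not rank PCs against cluster 1. Zbtb32 and Zbtb20 were both higher in cluster 1 than in the other clusters summed in 4 of 4 mice. Without HLA→B6 replicate 2 the adjusted p of Zbtb20 was 0.0550, and without the mouse block it was 0.139.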

On the basis of their first 50 marker genes, cluster-1 B cells were defined as an innate B-1 cell population, according to the Immunological Genome Project (ImmGen) database (24). In addition, cluster 1 was characterized by the expression of the surface markers *Cxcr3* and *Itgb1*, involved in lymphocyte homing and adhesion, respectively, and without any previously reported functional role in B-1 cells (Figure 6A). 

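The ImmGen comparison was not repeated here. Lists of genes known from B cell subsets were tested in cluster 1 against the other clusters with limma's camera. The B-1 list had 12 genes, of which 5 were counted deeply enough: their median log2 fold change was 2.27 and all 5 were higher (adjusted p = 6.6e-15 by limma's camera). Of the list of memory or atypical B cells, 6 of 12 genes were tested, with a median of 1.66 and all 6 higher (adjusted p = 6.0e-18 by limma's camera). The 8 genes of follicular B cells had a median of -1.38, with 5 of them past 0.05 in edgeR (adjusted p = 2.1e-12 by limma's camera). The 4 of 8 genes of marginal zone B cells that were tested had a median of -0.21 (adjusted p = 0.995 by limma's camera), and of germinal center B cells fewer than 3 genes could be tested. Under limma's fry, which allows for the correlation between genes, the first 3 lists held (adjusted p = 0.0043 for each) and the fourth again did not pass. Of the alternatives, leaving out B6→B6 replicate 3 moved the median of the B-1 list the most, to 2.05 (adjusted p = 3.8e-12 by limma's camera and 0.0326 by fry). Leaving out genes that the study itself picked from these cells left 3 genes with a median of 2.07 (adjusted p = 5.8e-08 by limma's camera and 0.0156 by fry), and of the memory list 4 genes with a median of 1.64. From the first 50 markers of cluster 1 and the ImmGen data, the paper defines these cells as innate B-1 cells.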

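Cxcr3 (chromosome X, 101731535 to 101734269) was at 113 ± 62.2 CPM (SD, n = 4 mice) in cluster 1 and 38.3 ± 57.6 in the other 3 clusters summed, a log2 fold change of 1.60 and a fold of 3.03 (standard error 0.44 on the log2 scale, adjusted p = 0.0453 by edgeR). Itgb1 (chromosome 8, 128685654 to 128733200) was at 179 ± 113 CPM and 29.6 ± 26.6 CPM, a log2 fold change of 2.55 and a fold of 5.88 (standard error 0.27, adjusted p = 2.2e-05 by edgeR). Both were higher in cluster 1 in 4 of 4 mice, at ranks 23 and 5 of the 99 higher genes. Among single clusters, Cxcr3 stood at 5.06 ± 4.94 CPM in cluster 0 (n = 8 mice), 116 ± 62.6 in cluster 1 and 57.9 ± 46.6 in PCs (n = 2), and Itgb1 at 16.7 ± 11.3, 185 ± 115 and 35.3 ± 3.09. Since Ig transcripts take most UMIs of a PC, both levels are lowered in PCs and do not rank them against cluster 1. Against cluster 0 alone the fold of Cxcr3 was 16.2. Its call rested on single mice: the adjusted p was 0.0597 without B6→B6 replicate 2, 0.0920 without B6→B6 replicate 3 and 0.398 without HLA→B6 replicate 2, with folds of 2.62, 2.88 and 2.24, while without HLA→B6 replicate 1 the fold was 9.01.

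**Figure D4:**
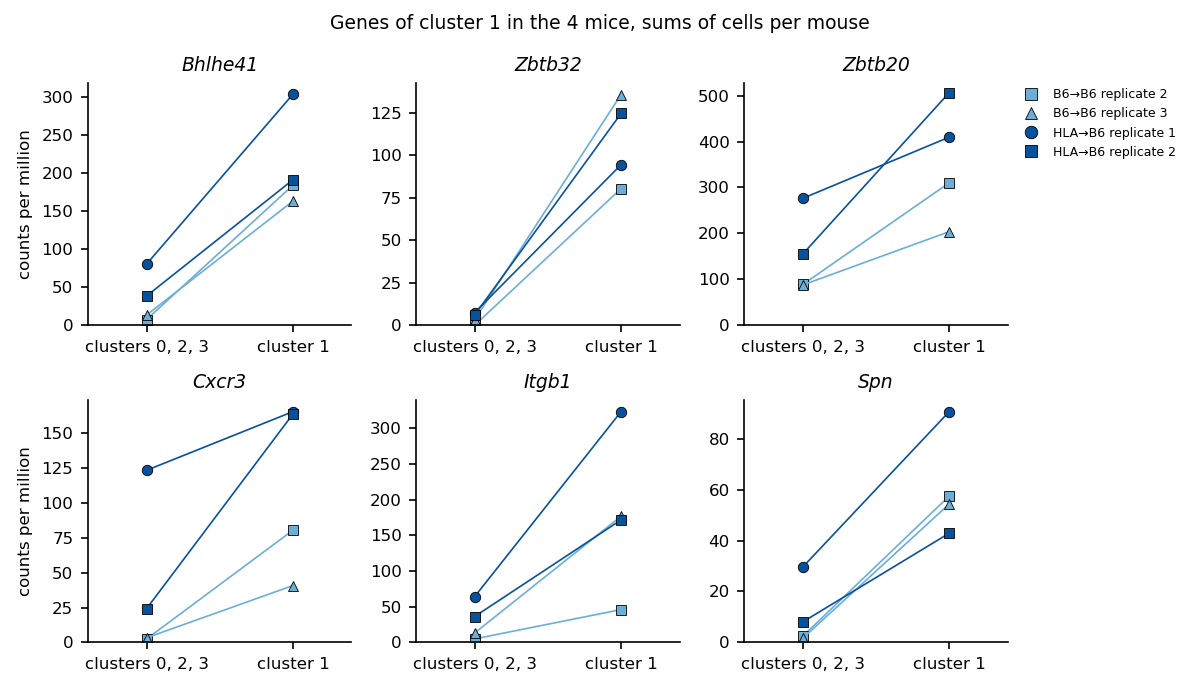
CPM of Bhlhe41, Zbtb32, Zbtb20, Cxcr3, Itgb1 and Spn in clusters 0, 2 and 3 summed and in cluster 1. Each line joins the values of 1 mouse, 4 mice in all; every gene is higher in cluster 1 in 4 of 4 mice.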

The expression of *Cxcr3* and *Itgb1* was significantly higher in cluster 1 than in the other clusters, with a 6- and 7-fold higher expression, respectively, compared with the other clusters. We used these surface markers, combined with the B cell marker CD19 in flow cytometry, to distinguish cluster 1 cells (CD19^+^CXCR3^+^ITGB1^+^) from the other clusters (CD19^+^CXCR3^–^ITGB1^–^). At 1 month after LTx, HLA→B6 lung grafts presented an increase in the number of CXCR3^+^ITGB1^+^IgG^+^ B cells (Supplemental Figure 5A). 

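The genes of the heavy chain constant regions lie on the minus strand of chromosome 12 of GRCm38, from Igha (113254830 to 113260236) through Ighg2c, Ighg2b, Ighg1 and Ighg3 to Ighd and Ighm (113418558 to 113422730). Genes so alike can share reads at the 3′ end, so single IgG subclasses are uncertain. The background was read from T cells, which should make none of them; median depths were 1952 UMIs in T cells, 1511 in cluster 0, 2912.5 in cluster 1 and 8384 in PCs (medians over mice). At 1000 UMIs per cell, Ighm was found in 80.0% of cluster 1 cells, 57.3% of PCs, 94.8% of cluster 0 cells and 15.4% of T cells (means over 4, 2, 8 and 8 mice). Igha was found in 13.7%, 13.4%, 0.771% and 0.101%, in the same order, and Ighg2b in 9.24%, 3.95%, 0.770% and 0.0236%. For Ighg3 the shares were 2.92%, 19.2%, 0.460% and 0.0181%, for Ighg1 1.38%, 10.7%, 0.171% and 0.0853%, and for Ighg2c 5.13%, 32.8%, 1.30% and 1.42%. By level, PCs had 67485 ± 27008 CPM of Ighm, 80553 ± 36911 of Ighg2c, 31274 ± 7655 of Ighg3 and 22614 ± 1162 of Ighg1 (SD, n = 2 mice), and cluster 1 had 5278 ± 1608 of Ighm, 544 ± 1018 of Ighg2c, 609 ± 1164 of Ighg3 and 474 ± 833 of Ighg1 (SD, n = 4). Few cells of cluster 1 carry the last 2: the 608 UMIs of Ighg3 lay in 14 of the 186 cells of these mice, 386 of them in 1 cell, and the 474 UMIs of Ighg1 in 4 cells. In the deposited table 4 cells of cluster 1 have the cell type PC, 1 in B6→B6 replicate 3 and 3 in HLA→B6 replicate 1, with 386 UMIs of Ighg3, 271 of 544 of Ighg2c and 176 of Ighg1. Without them, cluster 1 had 293 ± 517 CPM of Ighg2c, 238 ± 425 of Ighg3 and 319 ± 524 of Ighg1 (SD, n = 4).

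Set against cluster 0 of the same mouse, 6 of the 7 genes were higher in PCs in both mice, all but Ighd, and in cluster 1 only 2, Igha and Ighg2b, were higher in 4 of 4 mice. The mean log2 ratio of cluster 1 to cluster 0 was 4.92 for Igha, 4.57 for Ighg2b, 2.97 for Ighg3, 1.66 for Ighg1, 0.43 for Ighg2c and 0.21 for Ighm. With the cells of type PC left out of clusters 0 and 1, a choice made after the data were seen, it was 4.90 for Igha, 2.34 for Ighg2b, 2.62 for Ighg3, 1.498 for Ighg1 and 0.99 for Ighg2c. Then only Igha was higher in 4 of 4 mice, since all 35 UMIs of Ighg2b in B6→B6 replicate 3 lay in 1 such cell. Ighg3 moved the furthest with 1 mouse left out, to 1.49 without HLA→B6 replicate 1. Ighg2c changed its sign, to -0.52 without HLA→B6 replicate 1 and to -0.15 as a share of heavy chain constant counts. In HLA→B6 replicate 1, Ighg2c was found in 17.0% of cluster 1 cells, 8.73% of cluster 0 cells and 9.98% of T cells at equal depth. In HLA→B6 replicate 2 the shares were 3.47%, 0.827% and 0.749%, and in B6→B6 replicates 2 and 3 it was found in none of the 3. Ighg1, Ighg2c and Ighg3 had 0 UMIs in cluster 1 of these B6→B6 mice. Their mean log2 ratios thus rest in part on counts of 0. By share, Ighg2c was higher in cluster 1 than in cluster 0 in both HLA→B6 mice.

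**Figure D5:**
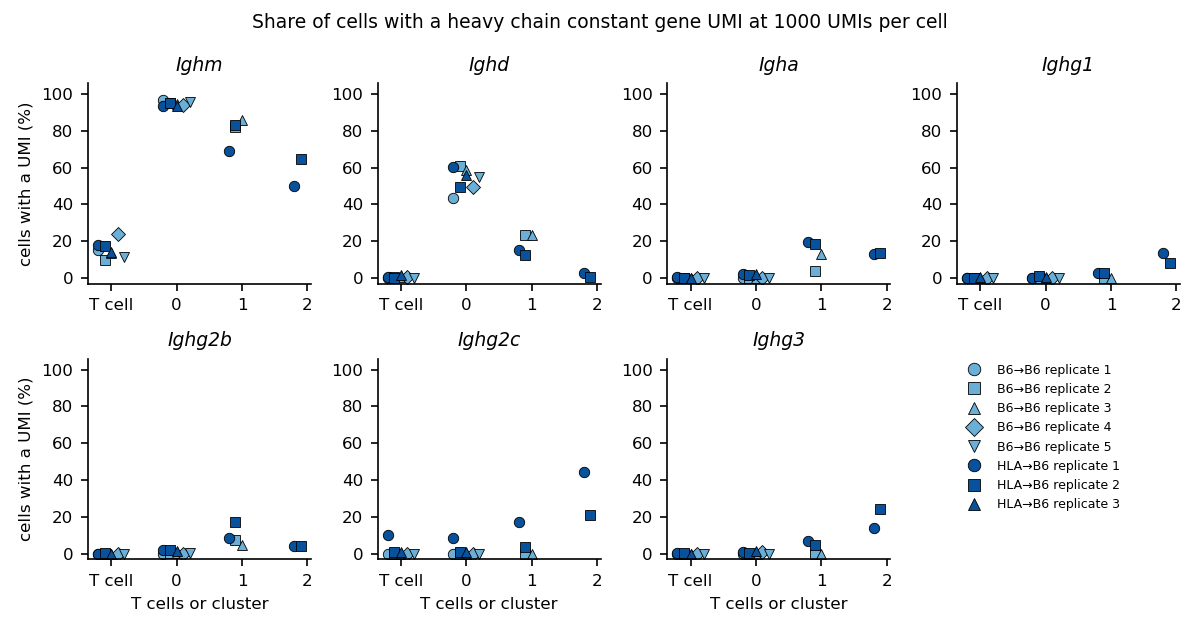
Percentage of cells with a UMI of each heavy chain constant gene at 1000 UMIs per cell, in T cells, cluster 0, cluster 1 and PCs (cluster 2). Points are mice. Ighg2c of cluster 1 is 5.13% on average over 4 mice, against 2.68% in T cells of the same mice.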

All Ig isotypes, with the exception of IgD, were expressed in cluster 1 and PCs at the gene level (Figure 6B). 

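For Ighd (chromosome 12, 113406604 to 113416324), 18.6% ± 5.62 (SD, n = 4 mice) of cluster 1 cells had a UMI at 1000 UMIs per cell, against 54.2% in cluster 0 (8 mice), 1.64% in PCs (2 mice) and 0.449% in T cells (8 mice). Before thinning, the shares were 39.5%, 68.2%, 4.35% and 0.996%. In each of the 4 mice cluster 1 lay between the T cells and cluster 0: 23.2% against 0.379% and 60.7% in B6→B6 replicate 2, 23.5% against 0.743% and 58.8% in B6→B6 replicate 3, 15.4% against 0.588% and 60.4% in HLA→B6 replicate 1, and 12.3% against 0.127% and 49.6% in HLA→B6 replicate 2. The level was 233 ± 104 CPM in cluster 1, 853 ± 175 CPM in cluster 0 and 5.39 CPM in T cells. Against the other 3 clusters, the log2 fold change in cluster 1 was -1.87 (adjusted p = 7.0e-06 by edgeR, n = 4 mice).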

The absence of expression of IgD in cluster-1 cells is consistent with a B-1 phenotype.

To determine if cluster-1 B cells were capable of secreting Ig, we sorted these cells from mouse lungs with or without BOS 1 month after LTx and cultured them in the absence or presence of LPS (1 μg/mL) stimulation. A phenotypic analysis by flow cytometry confirmed that cluster-1 cells express the B-1a cell markers CD43 and CD5 (Supplemental Figure 5B). Cluster 1 cells secreted significantly higher amounts of IgG_2c_ compared with the other B cells, and this secretion was increased when the cells were sorted from lungs with BOS compared with controls (Figure 6C). The secretion of IgG_2c_ was also significantly increased in the BALF collected from lung grafts from HLA→B6 versus B6→B6 mice (Figure 6D). Altogether, we thus identified a B cell subpopulation with B-1 markers that infiltrates rejected lung grafts and is accountable for an increased local production of IgG_2c_.

### Causal role of non-IgM Abs in the development of BOS in vivo.

The observations of increased local Ab production in humans and mice with BOS prompted us to investigate their functional contribution to remodeling in chronically rejected lungs, which is still subject to debate. To address this, we transplanted HLA lungs to *Aicd^+/–^* or *Aicda^–/–^* mice (25), which are genetically deficient for the AID recombinase and production of all Igs except IgM. After clamping the right bronchus, the specific lung function of the left lungs was measured 1 month after LTx; naive, nontransplanted *Aicda^+/–^* littermates served as controls.

Lung function was significantly improved when HLA lungs were transplanted into *Aicda^–/–^* mice compared with HLA→*Aicda^+/+^* mice (Figure 7A). In particular, pulmonary resistance was significantly lower in HLA→*Aicda^–/–^* grafts compared with HLA→*Aicda^+/+^* (Figure 7A). In addition, peribronchial fibrosis was significantly attenuated in HLA→*Aicda^–/–^* grafts compared with HLA→*Aicda^+/+^* (Figure 7B). The numbers of CC10^+^ cells remained unchanged between HLA→*Aicda^+/+^* and HLA→*Aicda^–/–^* grafts (Figure 7C). Altogether, our results demonstrate that the prevention of Ab production (with the exception of IgM) has a beneficial impact on lung graft function after LTx, potentially through decreased fibrogenesis around the airways.

## Discussion

We applied single-cell analysis with unsupervised clustering to identify cell-subset composition in murine lung grafts during the progression of chronic rejection after orthotopic LTx. This analysis generated 14 large cell clusters identified as 11 known cell types. Subclustering of lung structural cells resulted in 11 additional clusters. We identified cell types previously detected in the mouse lung by the scRNA-Seq technique (26) and observed dramatic shifts in the relative abundance of both immune and structural cell types between chronically rejected and control transplanted lungs. The gene expression signatures of these clusters offer molecular determinants in the progression of chronic rejection to BOS after LTx.

To induce chronic rejection after LTx, we used a previously published mouse model, based on orthotopic LTx of donor grafts from mice that contain a knock-in of the human HLA-A2 to C57BL/6J recipients. This model does not induce (hyper)acute rejection, typically encountered in the context of xenotransplantation. Instead, the human HLA-A2 in the donor organ triggers an indirect allorecognition response in C57BL/6J recipients (27), also seen in BOS (28, 29). We previously reported that HLA→B6 lung grafts share common hallmarks, and lung function changes with human BOS (i.e., LB, deterioration of graft lung function, partial loss of CC10^+^ cells, and peribronchial fibrosis in this model) (4, 30).

During BOS, PCs, identified by the expression of the classical PC markers *Xbp1*, *Sdc1*, *Mzb1*, and *Irf4* (31), are the cell type exhibiting the most prominent numeric increase compared with control mouse lung grafts. Accumulations of MZB1^+^ PCs were consistently detected around the airways of explanted lung samples in patients with BOS and mice after LTx. Although we occasionally detected PCs in lung tissue explanted from healthy donors, these were much less abundant and only positive for IgA, whereas PCs in BOS samples were mostly IgG^+^. PCs represent the terminal stage of B cell differentiation and are known for their ability to produce large amounts of Abs (32). We showed that total IgG levels are increased in BALF of patients with BOS after LTx, compared with patients who remained BOS-free. This finding, combined with the presence of IgG^+^ PCs around BOS airways, suggests a local origin of the soluble IgG measured in BALF, highlighting that a local Ab repertoire drives transplant rejection (33, 34). This significant increase of overall IgG levels in association with BOS is consistent with previously published data (35) yet extends those results to increased detection of individual Ig isotypes (IgG_1_, IgG_2_, IgG_3_, and IgG_4_). Increasing evidence shows that the local (intragraft) and systemic (peripheral blood) Ab repertoires are uncoupled in terms of specificity, abundance, and isotype predominance. The presence of donor-specific Abs (DSAs) inside the graft differs from that in peripheral blood in chronic lung allograft dysfunction (CLAD) (33), aligning with our finding that absence of systemic DSAs does not infer that BALF IgGs are not DSAs. Accumulating data highlight an autoreactive or polyreactive repertoire of intragraft Ig, as documented in cardiac allograft vasculopathy (36) or Ab-mediated rejection after kidney transplantation (37). The assessment of BALF Ig specificity and its overlap with the B cell receptor repertoire of MZB1^+^ cells will thus constitute a focus area for future investigations.

Although an association between Ab levels (peripheral and local) and BOS has been reported by us and others, their functional contribution to disease onset and progression remains unknown. To mechanistically address this question, we performed orthotopic LTx in *Aicda^–/–^* mice, which lack secretion of all Ab types except IgM (which was unchanged during chronic rejection). We determined that the absence of those Ab subclasses in *Aicda^–/–^*-recipient mice was sufficient to significantly inhibit peribronchial fibrosis and lung function changes associated with increased graft airway resistance after LTx. The absence of class-switched Abs did not affect the loss of club cells evident in our model and characteristic for BOS. Our results support the crucial impact of Abs in the pathogenesis of CLAD, particularly in light of previous findings showing that lack of Abs, including IgM, is protective in a mouse model of CLAD. In addition to the prevention of fibrosis, the Ab-deficient mice were also protected from club cell loss in a mouse model of CLAD (38). Studies are needed to determine whether Ab functions in this context are Fc dependent (complement-mediated cytotoxicity, FcγR-dependent inflammation) (39) or Fab dependent (direct activation of target cells through endogenous surface proteins, which can be either MHC molecules or surface autoantigens) (40–43).

The PCs detected in the lungs during BOS development were numerous around fibrotic and partially obliterated airways. Hence, we sought to identify the potential cellular origin of these peribronchial PCs by subclustering B cells and PCs identified by scRNA-Seq of mouse lung grafts (Figure 3). We identified the likely cellular origin of PCs in rejected lung grafts using trajectory and pseudotime analysis. These PC progenitors were defined by a set of transcripts encoding the cell surface markers integrin β 1 (ITGB1) and CXCR3 [known to regulate cell adhesion (44) and chemotaxis (45, 46)], as well as the transcription factors BHLHE41, ZBTB20, and ZBTB32. 

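Among the B cell clusters that were not named as PCs or their progenitors, cluster 0 had 8.45 CPM of Igha, 15.3 of Ighg1, 13.6 of Ighg2b, 33.4 of Ighg2c and 7.28 of Ighg3 (means over 8 mice). In T cells, read as background, the levels were 1.31, 6.41, 0.332, 23.4 and 18.0 CPM (8 mice), with an Ighg3 UMI in 0.176% of T cells and 0.654% of cluster 0 cells. Cluster 3 had 20.0 CPM of Igha and 6.67 of Ighg3 and no UMI of Ighg1, Ighg2b or Ighg2c in 3 mice with 10 or more cells, at a median depth of 519.5 UMIs. In cluster 1 the levels of Igha and Ighg2b were 269 ± 185 and 337 ± 159 CPM (SD, n = 4 mice), and in PCs 3128 ± 595 and 5073 ± 5183 CPM (SD, n = 2).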

In murine lung grafts, both the PC cluster, as well as the cells’ putative progenitors, were the only intragraft B cells positive for genes encoding IgA, IgG_1_, IgG_2b_, IgG_2c_, or IgG_3_. In BALF, IgA and IgG_2c_ levels were significantly increased compared with controls. IgA, mostly produced around the bronchial epithelium in steady state, is considered protective, because it is the first line of defense against airborne pathogens (47). IgA, therefore, is unlikely to contribute to rejection after LTx, although in some rare cases, IgA has been found capable of contributing to autoimmunity, as in the case of IgA nephropathy (48). We sorted CXCR3^+^ITGB1^+^ PC progenitors from mouse lung grafts and demonstrated that this population specifically contributed to the increased production of IgG_2c_. The IgG_2c_ is mainly generated in response to carbohydrates and proteins (39) and provides protection against bacteria and viruses (49, 50), but its contribution to chronic rejection was hitherto unknown.

Using the ImmGen database (24), we determined that PC progenitors identified in rejected mouse lung grafts display a B-1 phenotype. This is based on their expression of the classical B-1 markers *Cd43* and *Ighm,* as well as *Bhlhe41*, a transcription factor recently identified as a marker of B-1 cells, shaping their development, homeostasis, and BCR repertoire (23). In addition to these conventional markers, this BOS-associated B-1 cell population displayed markers previously undefined or unknown in the characterization and/or function of B-1 cells, such as *Cxcr3* and *Itgb1*. 

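Spn, which encodes CD43 (chromosome 7, 127132232 to 127137823), was at 61.3 ± 20.5 CPM (SD, n = 4 mice) in cluster 1 and 10.4 ± 13.1 in the other clusters summed, a log2 fold change of 2.27 (standard error 0.44, adjusted p = 0.0051 by edgeR), higher in 4 of 4 mice. Without each mouse in turn it was 2.05 to 3.43. Ighm fell by 2.24 on the log2 scale against the other clusters, which include PCs (adjusted p = 0.0015 by edgeR); against cluster 0 alone it was 0.27 higher. Cd5 was counted too rarely to be tested and was found in 4 of 210 cluster 1 cells (1.90%) and 4 of 1895 cluster 0 cells (0.211%), at median depths of 2976 and 1584 UMIs. From Cd43, Ighm and Bhlhe41, together with the ImmGen database, the paper determines that the progenitors of PCs have a B-1 phenotype. It also reports CD43 and CD5 protein by flow cytometry on cells sorted by CXCR3 and ITGB1, after culture. RNA this sparse does not speak against that protein result.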

The transcriptome of the chronic rejection–associated B-1 cell population did not overlap much with innate response activator B cells, another B-1 cell population, that was discovered to regulate several pathological contexts (Supplemental Figure 6) (51).

Therefore, our data identify what we believe to be a novel role of the B-1 cell population in BOS (52–54). B cells are classically subdivided in conventional B-2 cells and innate-like B-1 cells (55, 56). Conventional B-2 cells are the prototype of adaptive humoral immunity, selected for the production of Abs with the highest specificity and affinity against encountered antigens. Although the involvement of B-2 cells in infectious and chronic inflammatory diseases has been extensively investigated, the role of B-1 cells in disease has been underappreciated. Innate B-1 cells are distinguished from B-2 cells by their different developmental origin, a self-renewal capacity, in situ location, and a number of phenotypic and functional characteristics. Although the Ab repertoire of B-2 cells constantly evolves upon antigen encounters, the B-1 repertoire in mostly predetermined during prenatal development (57). B-1 cells produce polyreactive Abs (i.e., having low affinity and broad specificity) targeting common pathogenic motifs or intracellular autoantigens (57). B-1 cells secrete natural IgM, but recent evidence, including our findings, shows that they can also switch Ab classes and produce IgG (58). Although B-1 cells and their natural IgM have beneficial effects in, for example, atherosclerosis (59), the intrinsically autoreactive nature of their Ab repertoire also assigns to them a recently described role in autoimmunity (60), in particular due to the generation of auto-Abs in transplantation (60, 61). Autoimmunity is associated with BOS after LTx, as evidenced by increased production of anti-collagen V auto-Abs and their potential to induce BOS (62, 63). Our data suggest that a subset of innate B-1 cells, identified by classical markers (*Bhlhe41*, *Cd43*, and *IgM*) and context-specific markers (*Cxcr3* and *Itgb1*), can contribute to autoimmunity in BOS, and thus represent potential therapeutic value. Polyreactive Abs have recently been associated with cardiac allograft vasculopathy after heart transplantation (36, 64). More recently, innate B cells have been detected in rejected human kidney grafts (37). Of note, the phenotype of intrarenal innate B cells was independent of serum DSAs, and their profile was mostly autoreactive, which suggests a distinct role for this B cell population compared with DSA-producing B cells classically incriminated in allograft rejection. To our knowledge, our report is the first to date in which a set of unique markers is identified for this innate B cell population and that unravels a mechanistic contribution of this local, innate B cell subpopulation to chronic graft dysfunction and rejection. Importantly, in addition to the production of potentially pathogenic Abs, these subpopulations of B-1 cells can also produce protective IgM (65), regulate inflammatory processes (54) and T cell differentiation and function (56), or even directly interact with structural cells to influence their function in disease (66). In conclusion, our results identify in lung grafts undergoing chronic rejection after LTx a CXCR3^+^ITGB1^+^ B-1 cell subset that are progenitors to intragraft MZB1^+^ PCs capable of producing high levels of IgG_2c_ in association with the development of BOS.

## Methods

### Patient demographics

#### University of South Florida/Tampa General Hospital LTx cohort.

Samples of BALF from patients who developed BOS or who did not develop BOS after LTx, provided by Nirmal Sharma (University of South Florida/Tampa General Hospital, and Brigham and Women’s Hospital, Harvard Medical School, Boston, MA, USA) and Kapil Patel (University of South Florida/Tampa General Hospital), were from a sample of the Tampa General Hospital LTx cohort. The demographics are presented in Table 1.

#### University of Colorado collection.

Paraffin-embedded samples of human BOS lung tissue were provided in-house. The tissue was explanted from 4 female and 6 male patients who underwent a LTx and received a second transplant at the UCHealth University of Colorado Hospital (Aurora, CO, USA) after they developed end-stage BOS. Paraffin-embedded samples of healthy lung tissue collected from organ donors served as controls.

### Orthotopic LTx in mice

Male C57BL/6 (B6) and HLA (*C57BL/6-Tg(HLA-A2.1)^1Enge/J^*) mice were purchased from The Jackson Laboratory. *Aicda^–/–^* (*Aicda^tm1Hon^*) mice were a gift from Dr. Jing Wang (University of Colorado, Anschutz Medical Campus, Aurora, CO, USA). All mice were backcrossed on a C57BL/6J background for at least 10 generations. LTxs were performed as described previously (4) with minor modifications. No immunosuppression was applied to any of the transplanted mice. B6 and HLA mice were used as donors, and B6 mice were used as recipients. Briefly, donors were anesthetized with an i.p. injection of ketamine and xylazine. The pulmonary artery, bronchus, and pulmonary vein were carefully separated from one another with blunted forceps, prior to cuffing with, respectively, 24, 20, and 22 gauge cuffs. The left lung graft was stored for less than 1 hour before its implantation. The recipient mouse was anesthetized with a mixture of medetomidine (1 mg/kg), midazolam (0.05 mg/kg), and fentanyl (0.02 mg/kg); intubated; and connected to a small-animal ventilator (Harvard Apparatus) at a respiratory rate of 120 bpm and a tidal volume of 300 μL. The chest was opened on the left side between ribs 3 and 4, and the native left lung was retracted with a clamp. The hilar structures were carefully separated from one another with blunted forceps. After arrest of the blood and air flow toward the left lung, the cuffed graft pulmonary artery, bronchus, and pulmonary vein were inserted into the recipient counterparts and ligated with 9-0 sutures. The native left lung was removed, and the incision in the chest was closed with a 6-0 suture after removing all potential air bubbles from the chest. Antagonist was administrated, and the animal was extubated when it showed signs of spontaneous breathing. After the operation, the recipient mice were allowed to recover at 30°C overnight and received a single injection of buprenorphine SR (1 mg/kg). The mice were sacrificed at 1-month after LTx.

### scRNA-Seq analysis of murine lung grafts

#### Preparation of murine lung grafts as single-cell suspensions.

Single-cell suspensions of murine lung grafts were used for the scRNA-Seq analysis, flow cytometry, and FACS. The graft lung tissue was digested and separated into single-cell suspensions using the Lung Dissociation Kit, Mouse (Miltenyi), according to the manufacturer’s instructions.

#### scRNA-Seq.

Single cells were captured using the 10x genomics chromium platform. A total of 10,000 cells were loaded and single-cell libraries were generated using the 10x genomics 3′-end gene expression kit. Libraries were sequenced to a depth of 650 million to 1 billion reads, resulting in 94.2% to 97.9% sequencing saturation.

#### scRNA-Seq analysis.

Sequencing data were processed using the Cell Ranger pipeline from 10x Genomics with the mm10 genome assembly to generate unique molecular identifier (UMI) count matrices for each sample. The *Seurat* package was used to perform normalization, clustering, and to generate UMAP projections (67). Cell barcodes containing fewer than 200 UMIs and genes detected in fewer than 3 cells were excluded. The R package *SoupX* was used to remove free RNA contamination (68), using *Hbb-bs*, *Hba-a1*, *Hba-a2*, *Hbb-bt*, *H2-Ab1*, *H2-Aa*, *H2-Ab1*, and *H2-Eb1* as markers of erythrocytes; *Scgb1a1* as a club cell marker; *Cd74*, *Ighg2c*, *Igkc*, *Ighm*, and *Ighg3* as markers of B cells; *Sftpc* as a marker of type II cells; *Apoe*, *Lyz2*, and *Psap* as markers of macrophages; and *Ly6c1* and *Ly6a* as markers of other lung structural cell populations. Principal component analysis was performed on *z* score transformed data using 30 dimensions for the full data set and 20 dimensions for the structural lung cells and B cell subsets. Graph-based clustering was performed using resolutions of 0.1, 0.3, and 0.1 for the full data set, structural cells, and B cell subsets, respectively. The R package *clustifyr* was used to aid in assigning cell types to clusters (69). The Tabula Muris droplet mouse scRNA-Seq data set was used to define a reference data set for calling cell types (12). Average log-normalized expression values were calculated for cell types defined in the cell_ontology_class category.

Genes differentially expressed in each cluster compared with other clusters in each tested comparison were determined with a Wilcox rank-sum test from the *Presto* R package (70). Heatmaps were generated using *ComplexHeatmap* or *Seurat* (71). Pseudotime values were calculated using the CytoTrace algorithm, using the UMI count matrix as input (21). RNA velocity vectors were computed and plotted using the velocyto *Python* package (72).

#### Data and code availability.

Sequencing data, UMI count matrices, and cell-level metadata are deposited in the NCBI’s Gene Expression Omnibus database (accession # GSE166386). Analysis scripts and an interactive University of California, Santa Cruz, cell browser instance are provided at a GitHub repository (https://github.com/rnabioco/LTx-rejection-map; commit ID 02944e1).

### Measurement of Igs in human BALF

Levels of Igs in human BALF samples were measured with the LEGENDplex Human Immunoglobulin Isotyping panel (BioLegend, #740714), according to the manufacturer’s instructions.

### Flow cytometry

Single-cell suspensions from murine lung grafts were counted, then incubated with the following Abs: anti-mouse CD19-PerCP Cy5.5 (eBioscience, Thermo Fisher, clone eBio1D3, #45-0193-80), anti-mouse CD183(CXCR3)-PE, mouse (Miltenyi Biotec, clone REA724, #130-111-087), anti-mouse CD29(ITGB1)-APC, mouse (Miltenyi Biotec, clone HMβ1-1, #130-102-557), BD Pharmingen PE anti-mouse CD43 (BD Biosciences, clone S7, #561857), and anti-mouse CD5-APC (eBioscience, Thermo Fisher, clone 53-7.3, #17-0051-81). Fluorescence was quantified using a FACS Canto II flow cytometer (BD Biosciences) and analyzed with the DIVA software (BD Biosciences).

### FACS and ex vivo stimulation of B cell subpopulations

Single-cell suspensions from murine lung grafts were counted, then incubated with the following Abs: anti-mouse CD19-PerCP Cy5.5 (eBioscience, Thermo Fisher, clone eBio1D3, #45-0193-80), anti-mouse CD183(CXCR3)-PE, mouse (Miltenyi Biotec, clone REA724, #130-111-087), anti-mouse CD29(ITGB1)-APC, mouse (Miltenyi Biotec, clone HMβ1-1, #130-102-557). The cells were sorted into cooled sterile PBS+10% FBS, into 2 cell populations—CD19^+^CXCR3^+^ITGB1^+^ and CD19^+^CXCR3^–^ITGB1^–^—using the BD Aria I cell sorter (BD Biosciences). The cells were centrifuged at 300*g*, then resuspended in RPMI, supplemented with 10% FBS, penicillin and streptomycin, 2 mM glutamine, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, and 50 μM 2-mercaptoethanol. The cells seeded in a round-bottom 96-well plate and cultured for 5 days with LPS (1 μg/mL) at 37°C in 5% CO_2_. The supernatants were collected for Ig measurement.

### Measurement of murine Igs

Igs were measured in preconditioned media from LPS-stimulated B cell subpopulations sorted from murine lung grafts. The levels of IgG_2c_ were measured using the IgG_2c_ Mouse ELISA kit (Thermo Fisher Scientific, #88-50670-22), according to the manufacturer’s instructions. The levels of IgG_1_, IgG_2b_, IgG_3_, IgA, IgM, and IgD were measured using the Mouse Immunoglobulin Isotyping kit (BD, #550487) according to the manufacturer’s instructions.

### Histology and immunostaining

Sections of paraffin-embedded specimens were acquired from the Pathology core of the University of Colorado. Mouse lung grafts were fixed with PFA 4% instilled intratracheally for 24 hours. The specimens were embedded in paraffin and prepared as 4 um thick sections at the Histology Core of the National Jewish Hospital, Denver, CO, USA. Both human and mouse paraffin sections were deparaffinized by melting the paraffin at 60°C, followed by incubations in sequential xylene, ethanol, and water baths. Antigen retrieval was performed in 0.01 M citric acid, pH 6.0, in a pressure cooker for 30 seconds at 125°C. For IHC staining of MZB1, endogenous peroxidases were inhibited with 3% H_2_O_2_, then the Avidin/Biotin blocking kit (Vector Laboratories) was used. Sections were blocked with PBS+3%BSA, then incubated with the primary anti-MZB1 Ab (polyclonal, Sigma-Aldrich, #HPA043745-100UL) overnight at 4°C. Sections were incubated with a secondary biotinylated anti-rabbit Ab (Agilent Technologies), followed by peroxidase (ABC Vectastain kit, Vector Laboratories). MZB1 was finally detected with the DAB substrate (Vector Laboratories). The image acquisition was performed with the Aperio slide scanner (Leica Biosystems), and the eSlide manager software.

For immunofluorescence staining, sections were blocked with PBS+3%BSA, then incubated overnight at 4°C with the following primary Abs: anti-MZB1 (Sigma-Aldrich, #HPA043745-100UL), anti-CD38 (Santa Cruz Biotechnology, clone H-11, #sc-374650), anti-CD20 (Thermo Fisher, #14-0202-82), anti-CD3 (Bio-Rad, #MCA1477), α-smooth muscle actin (Santa Cruz Biotechnology, #sc-53142), anti–acetylated tubulin (Abcam, #ab24610), anti–human IgG (Abcam, clone EPR4421, #ab109489), and anti-IgA (Abcam, clone EPR-5367-76, #ab124716). Finally, the sections were incubated with fluorochrome-conjugated secondary Abs (Invitrogen: Anti-Rabbit Alexa Fluor 488, #A21206; Anti-Rat Alexa Fluor 488, #A11006; Anti-Mouse Alexa Fluor 488, #A21131; Anti-Rat Alexa Fluor 555, #A21434; Anti-Rabbit Alexa Fluor 568, A11036; and Anti-Mouse Alexa Fluor 568, A21134). The images were acquired with an Olympus microscope (BX43).

### Lung function measurements of left lung grafts

Mice were anesthetized with pentobarbital, then intubated and connected to a Minivent-ventilation system (120 breaths/min, volume, 300 μL). The chest was opened, and the right bronchus was clamped. Then, the left lung function was measured with a FlexiVent system (Scireq) (tidal volume, 3.75 mL/kg; frequency of 150 breaths/min). Airway compliance, resistance, tissue elastance, and inspiratory capacity were measured using the SnapShot, Prime-8, and Quick-prime wave perturbations. Three readings per animal were taken.

### Statistics

Data represent mean ± SEM, from *n* separate experiments. Statistical significance of differences was evaluated by a Mann-Whitney unpaired 2-tailed test or a 1-way ANOVA followed by a Tukey’s multiple comparisons posttest or a 2-way ANOVA followed by a Tukey’s multiple comparisons posttest. Differences were considered statistically significant at *P* < 0.05. The types of analysis used for each data set are indicated in the legends of the corresponding figures.

### Study approval

The use of the University of South Florida/Tampa General Hospital LTx cohort was approved by an IRB (IRB no. Pro00032158, University of South Florida).

For the University of Colorado collection, the use of patient samples with end-stage BOS was approved by a local IRB, Colorado Multiple Institutional Review Board (COMIRB; IRB# 18-0178). The use of healthy lung tissue collected from dead donors at the National Jewish Hospital was approved by COMIRB (IRB no. 11-1664).

All animal experimentations were approved by the IACUC of the University of Colorado [protocol 115517(04)2D].

## Author contributions

NFS designed the research studies, conducted experiments, acquired and analyzed data, and contributed to writing the manuscript. KR analyzed the scRNA-Seq data and contributed to writing the manuscript. MB designed research studies, acquired and analyzed data, and contributed to writing the manuscript. SC, PS, and XW acquired and analyzed data. KNP provided University of South Florida/Tampa General Hospital (USF-TGH) LTx cohort samples. CC provided the University of Colorado collection samples. MK contributed to writing the manuscript. NSS provided USF-TGH LTx cohort samples and edited the manuscript. OE designed research studies, analyzed data, and contributed to writing the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
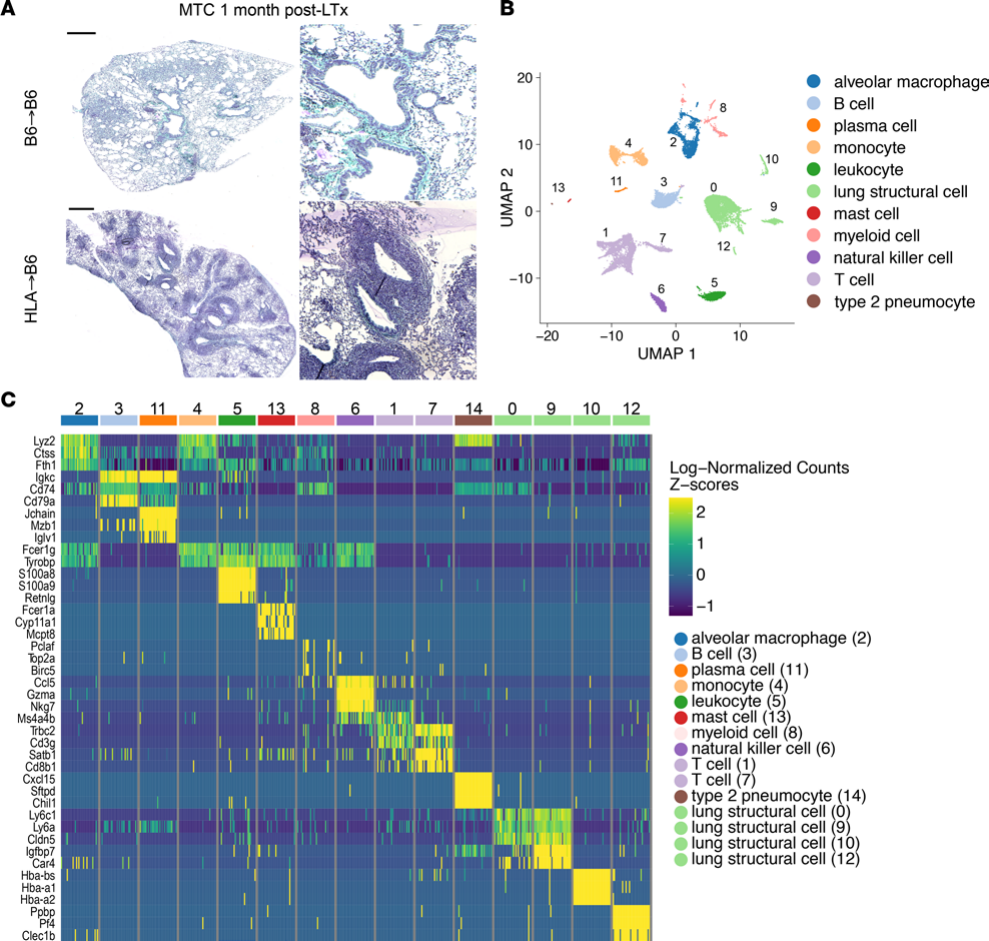
scRNA-Seq identifies 11 cell populations in mouse lung grafts. (**A**) Representative histology sections (Masson’s trichrome [MTC] staining) of control (B6→B6) and BOS (HLA→B6) mouse lung grafts 1 month after LTx. Scale bars, 500 μm. High magnification inserts are presented on the right. Original magnification, ×4. (**B**) UMAP representation of 11 distinct cell populations from unsupervised clustering of gene expression data in single cells extracted from control (B6→B6) and BOS (HLA→B6) transplanted mouse lungs. (**C**) Heatmap showing most upregulated genes for each of the cell clusters.

**Figure 2:**
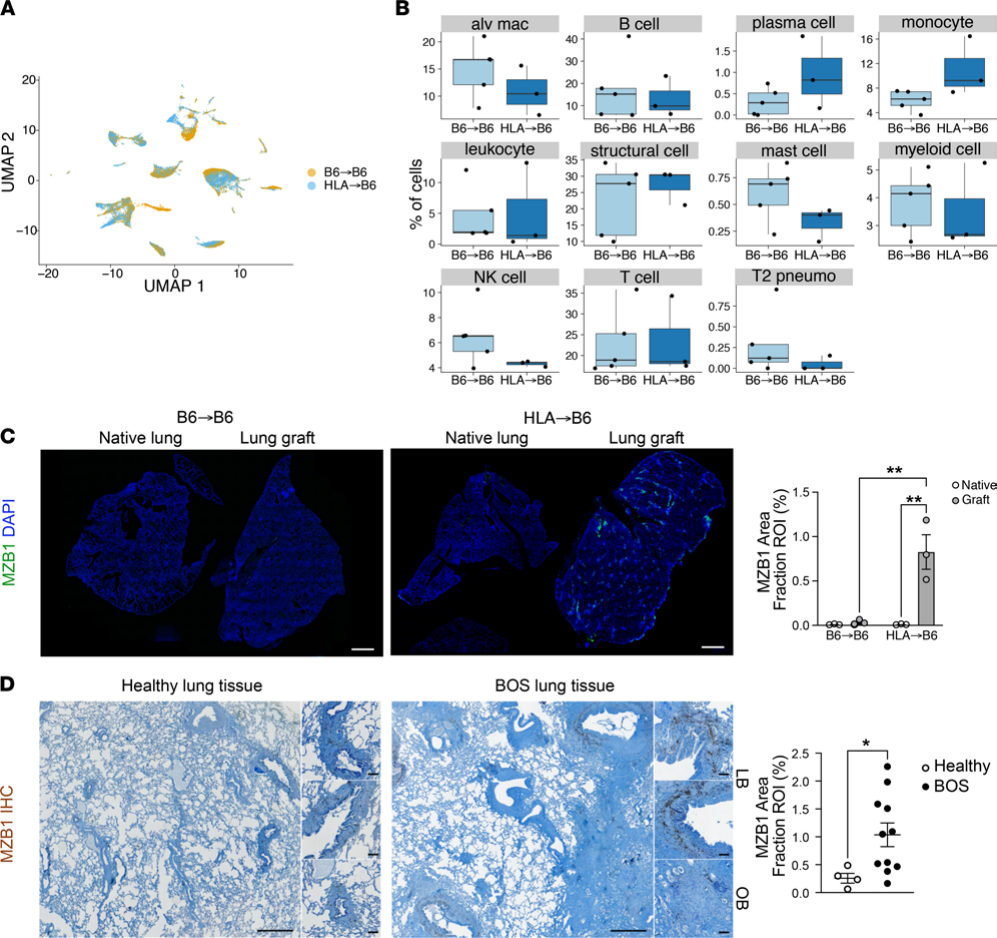
MZB1^+^ cells are associated with BOS in mouse and human transplanted lungs. (**A**) UMAP representation of the cell populations detected in murine lung grafts by condition (HLA→B6 and B6→B6). (**B**) Proportion of each cell type in control versus BOS mouse lung graft samples. (**C**) Immunofluorescence and quantification of Mzb1^+^ cells in mouse native lungs and lung grafts. Data analyzed with 2-way ANOVA and Tukey’s multiple comparisons posttest. Scale bars, 1 mm. (**D**) IHC and quantification for MZB1 on explants from healthy donors and patients who developed BOS after LTx (samples from the University of Colorado collection). Scale bars, 2 mm and 200 μm in inserts. Data are expressed as mean ± SEM and analyzed with a Mann-Whitney 2-tailed test. *P < 0.05, **P < 0.01; alv, alveolar; mac, macrophages; OB, obliterative bronchiolitis; pneumo, pneumocytes; ROI, region of interest; LB, lymphocytic bronchiolitis.

**Figure 3:**
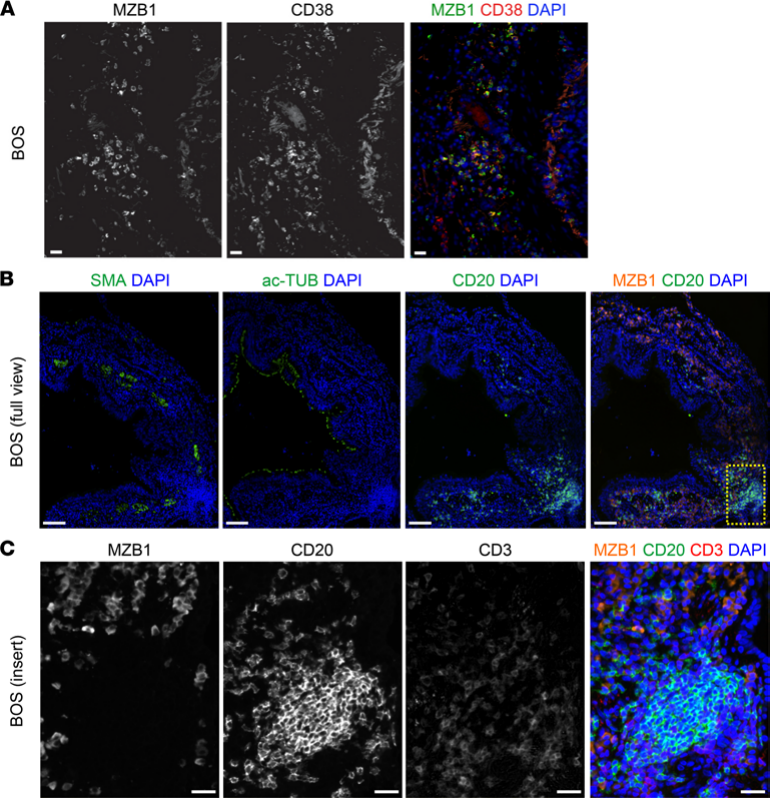
MZB1^+^ PCs are present around the airways in human BOS. (**A**) Immunofluorescence (IF) staining of MZB1 and CD38 in lung tissue samples with BOS after LTx (samples from the University of Colorado collection). Scale bar: 25 μm (**B** and **C**) IF staining of MZB1^+^ cells and their location relative to CD20^+^ and CD3^+^ cells around the remodeled airways (marked by the expression of α-smooth muscle actin and acetylated tubulin [ac-TUB]) in lung tissue samples with BOS after LTx (samples from the University of Colorado collection). (**B**) Full view; Scale bars: 250 μm. (**C**) Insert; Scale bar: 25 μm.

**Figure 4:**
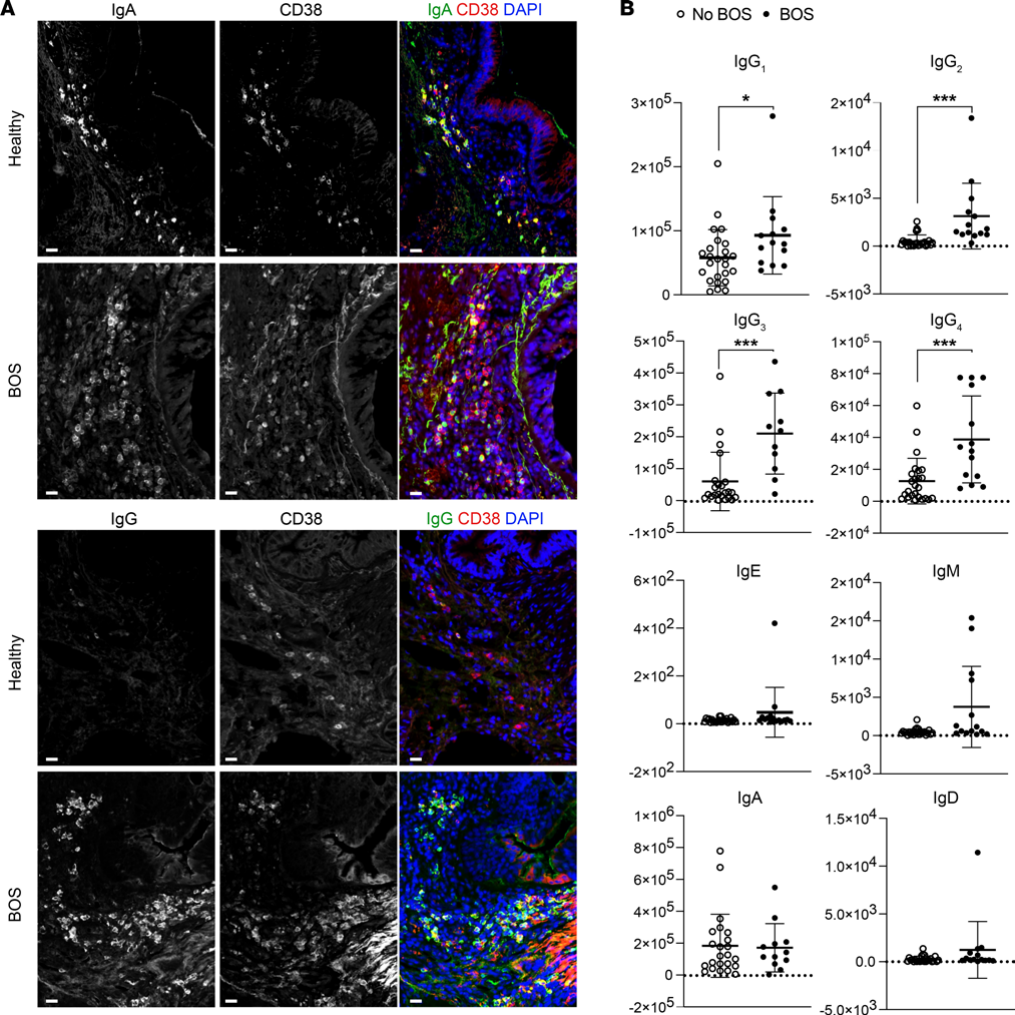
IgG^+^ PCs and local IgG are signatures of human BOS. (**A**) Immunofluorescence staining of IgA and CD38 in healthy donor and BOS tissue samples and staining of IgG and CD38 in healthy and BOS tissue samples (samples from the University of Colorado collection). Scale bars, 25 μm. (**B**) Quantification of the local Ig profile in BALF samples from patients with and without BOS after LTx (University of South Florida/Tampa General Hospital LTx cohort). Data are presented as mean ± SEM and analyzed with a Mann-Whitney unpaired, 2-tailed test. *P < 0.05; ***P < 0.001.

**Figure 5:**
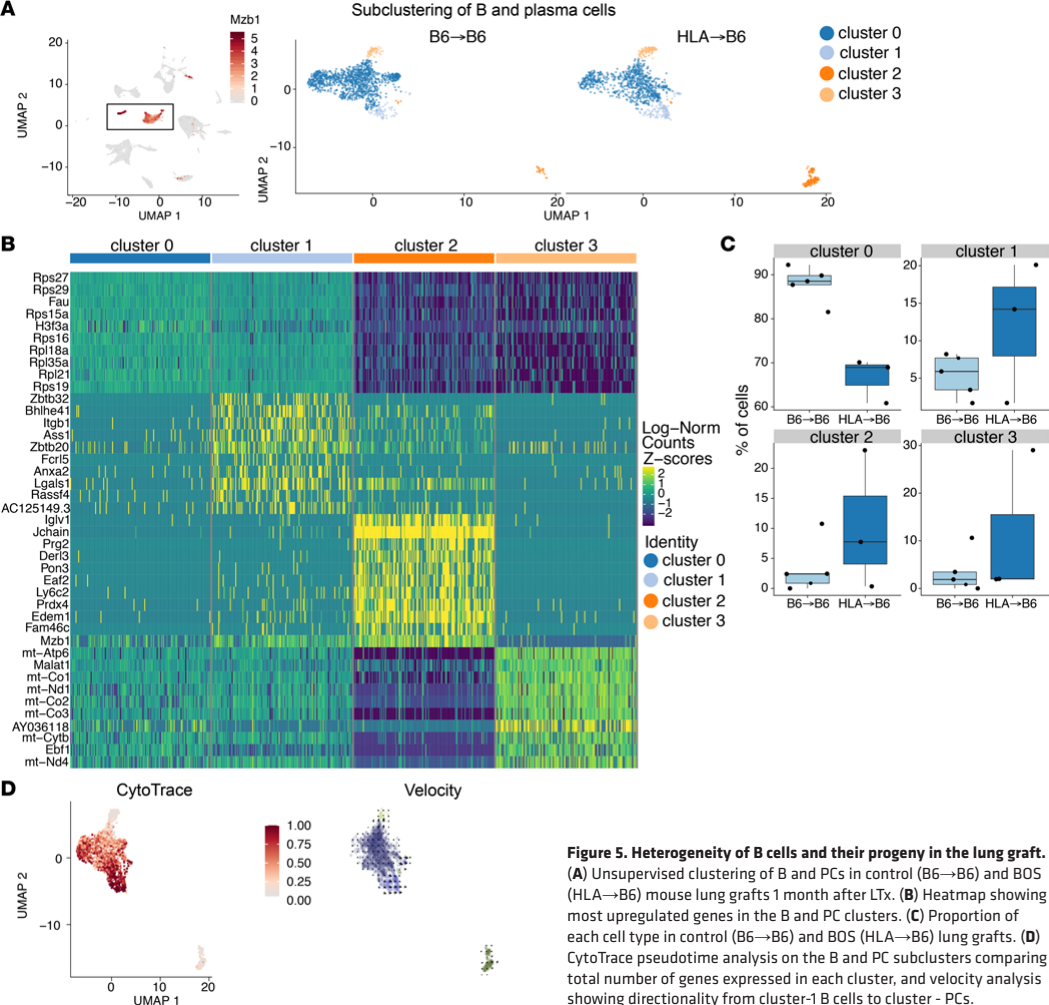
Heterogeneity of B cells and their progeny in the lung graft. (**A**) Unsupervised clustering of B and PCs in control (B6→B6) and BOS (HLA→B6) mouse lung grafts 1 month after LTx. (**B**) Heatmap showing most upregulated genes in the B and PC clusters. (**C**) Proportion of each cell type in control (B6→B6) and BOS (HLA→B6) lung grafts. (**D**) CytoTrace pseudotime analysis on the B and PC subclusters comparing total number of genes expressed in each cluster, and velocity analysis showing directionality from cluster-1 B cells to cluster - PCs.

**Figure 6:**
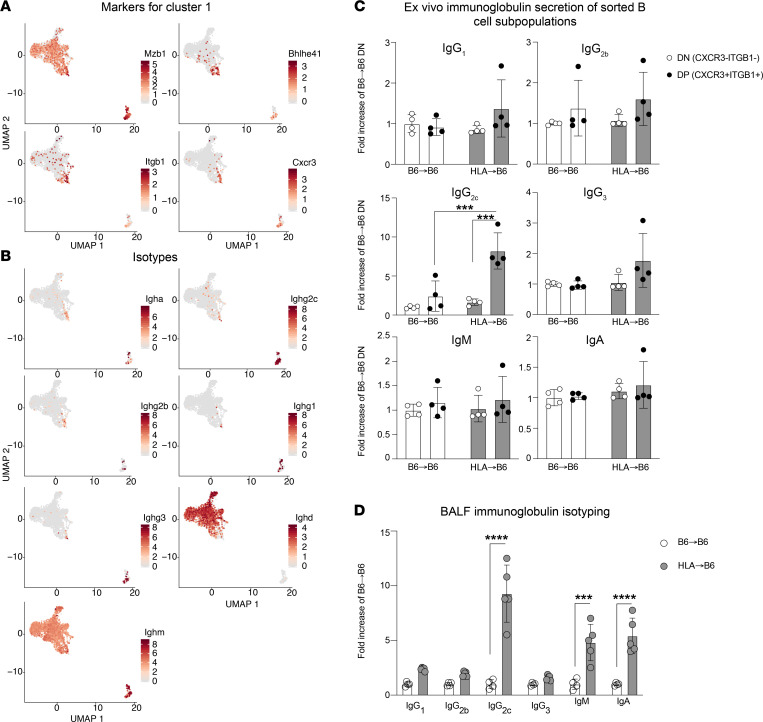
Functional characterization of the cluster-1 B cell subset. (**A**) Gene expression patterns projected onto UMAP plots of *Mzb1*, *Bhlhe41*, *Itgb1*, and *Cxcr3* in the B and PC subclusters from control (B6→B6) and BOS (HLA→B6) lung grafts. (**B**) Gene expression patterns projected onto UMAP plots of Ig isotypes in the **B** and PC subclusters from control (B6→B6) and BOS (HLA→B6) lung grafts. (**C**) Quantification of Ig isotypes in the conditioned media from CD19^+^CXCR3^+^ITGBB1^+^ and CD19^–^CXCR3^–^ITGB1^–^ cells sorted from HLA→B6 and B6→B6 mouse lung grafts 1 month after LTx, stimulated by LPS (1 μg/mL). Data are presented as mean ± SEM and analyzed with a 2-way ANOVA test followed by a Tukey’s multiple comparisons test. (**D**) Quantification of Ig isotypes in the BALF samples collected from the lung grafts of HLA→B6 and B6→B6 mice 1 month after LTx. Data are presented as mean ± SEM and analyzed with a 2-way ANOVA test followed by a Tukey’s multiple comparisons test. ***P < 0.001, ****P < 0.0001. DN, double negative CXCR3^–^ITGB1^–^; DP, CXCR3^+^ITGB1^+^.

**Figure 7:**
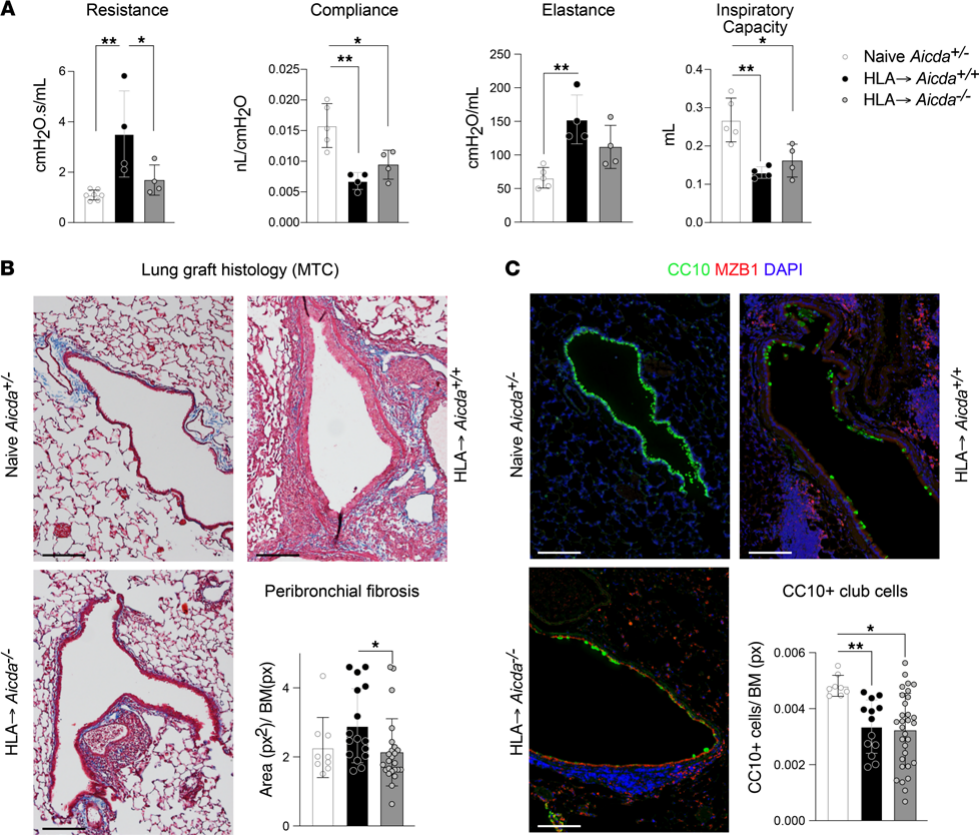
Genetic deficiency in Ab production partially protects murine lungs against the development of BOS signs. Lung grafts from HLA donors were orthotopically transplanted into *Aicda^+/+^* and *Aicda^–/–^* littermates on a B6 background (HLA→*Aicda^+/+^* and HLA→*Aicda^–/–^*) and analyzed 1 month later. Naive nontransplanted *Aicda^+/–^* mice were used as baseline controls. (**A**) Measurement of the lung function of the left lung grafts after clamping the right bronchus. (**B**) Representative histology after Masson trichrome (MTC) staining and quantification of the peribronchial fibrosis area, normalized to the basement membrane (BM) length. Scale bars, 100 μm. (**C**) Immunofluorescence staining for MZB1^+^ and CC10^+^ (club cell 10 kDa protein-positive) cells, and quantification of CC10^+^ cells normalized to the basement membrane length. Scale bars, 100 μm. Data are expressed as mean ± SEM and analyzed with a 1-way ANOVA followed by a Tukey’s multiple comparisons test. *P < 0.05, **P < 0.01. px, pixel.

**Table 1:**
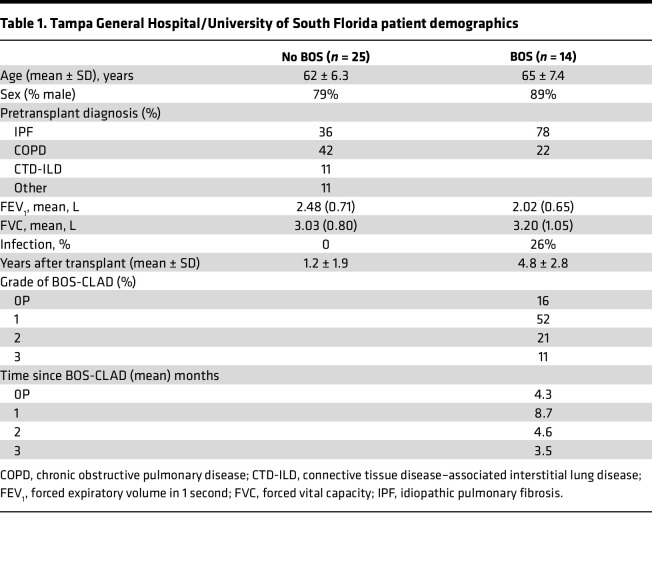
Tampa General Hospital/University of South Florida patient demographics

# Supplementary material for: Single-cell transcriptome mapping identifies a local, innate B cell population driving chronic rejection after lung transplantation
**Source:** JCI Insight. 2022 Sep 22;7(18):e156648. doi: 10.1172/jci.insight.156648
**Supplement:** Supplemental data

## Supplementary Material

- **Supplementary figure legends**
- **Supplementary figures**

**Sup. Fig. 1. Annotation of cell populations from mouse lung grafts.** **A**, Number of cells included in the single cell RNA-sequencing analysis per population and per sample. **B**, Heatmap for cell annotations of the different clusters after correlation to the gene expression profiles of the Tabula Muris (11). **C**, Uniform Manifold Approximation and Projection (UMAP) representation of 11 distinct cell populations from unsupervised clustering of gene expression data in single cells extracted from control (B6→B6) and BOS (HLA→B6) transplanted mouse lungs. Selected marker gene expression is represented according to the provided color scheme. **D**, Violin plots of log-transformed gene expression of selected cell population marker genes displayed for the control (B6→B6) and BOS (HLA→B6) transplanted mouse lung conditions.

**Sup.Fig. 2. Analysis of structural lung cells from mouse lung grafts.** The cell population identified as structural lung cells in the analysis of control (B6→B6) and BOS (HLA→B6) lung grafts was submitted to unsupervised subclustering. **A**, Uniform Manifold Approximation and Projection (UMAP) representation of 11 distinct cell populations from unsupervised clustering of gene expression data in single cells identified as structural lung cells extracted from control (B6→B6) and BOS (HLA→B6) transplanted mouse lungs (top). UMAP representation of the cell populations detected in murine lung grafts by condition (HLA→B6 and B6→B6) (bottom left). Proportion of each cell type in control vs. BOS mouse lung graft samples (bottom right). **B**, Violin plots of log-transformed gene expression of selected cell population marker genes

displayed for the control (B6→B6) and BOS (HLA→B6) transplanted mouse lung conditions.

**Sup. Fig. 3. MZB1<sup>+</sup> cells express classical plasma cell markers in human lung grafts with BOS.** **A, B,** Immunofluorescence staining of MZB1, CD27 and CD138 in a sample with BOS.

**Sup. Fig. 4. BHLHE41<sup>+</sup> cells are a common feature of mouse and human lung grafts with BOS.** **A,** Immunofluorescence staining of the hematopoietic marker CD45 and BHLHE41 in lung graft tissue from a BOS (HLA→B6) mouse. **B,** MZB1 and BHLHE41 in a lung tissue sample from a patient with BOS after LTx (samples from the University of Colorado collection). Scale bars are 50  $\mu$ m.

**Sup. Fig. 5. Flow cytometry analysis of lung graft B cell populations.** **A,** 1 month after lung transplantation (LTx), mouse lung grafts from control (B6→B6) and BOS (HLA→B6) were dissociated into single cells and the CD19<sup>+</sup>CXCR3<sup>-</sup>ITGB1-IgG<sup>+/-</sup> (non-cluster #1) and CD19<sup>+</sup>CXCR3<sup>+</sup>TGB1-IgG<sup>+/-</sup> (cluster #1) B cells were analyzed and sorted by FACS (top). **B,** The expression of CXCR3, ITGB1 and classical B-1 cell markers CD43, CD5 was confirmed after a 5 day-long ex vivo culture of the sorted B cell populations (bottom). Data are presented as mean  $\pm$  SEM. \* $p$ <0.05, Mann-Whitney t-test.

**Sup. Fig. 6. Comparison of lung graft B cell subsets to available data.** Data from the single cell RNA-sequencing analysis of B and plasma cell cluster identified in the mouse lung grafts was compared to the B cell subsets identified by Rauch and colleagues and deposited in the NCBI GEO database (series GSE32372), and presented as a correlation.

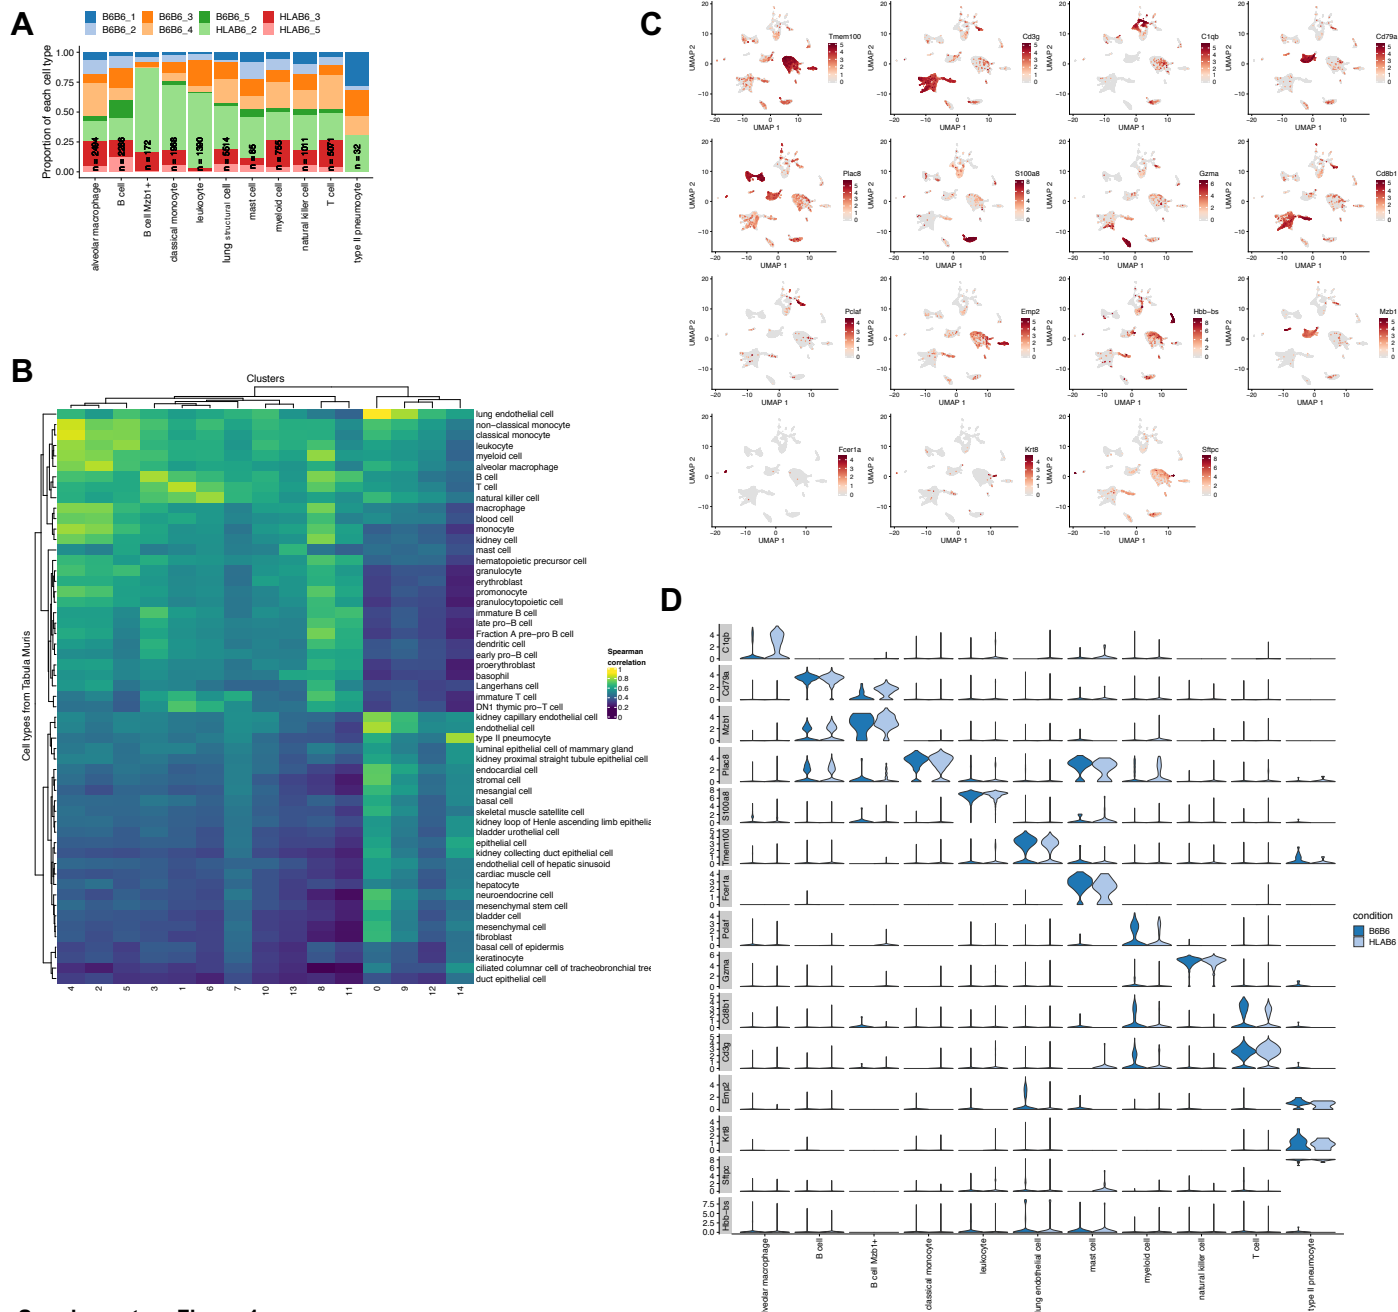

Supplementary Figure 1

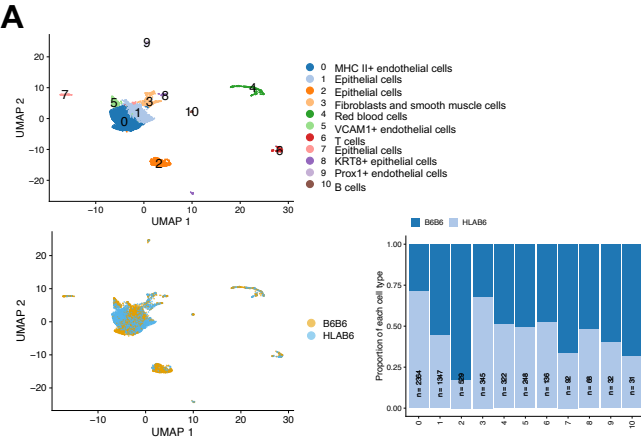

Supplementary Figure 2

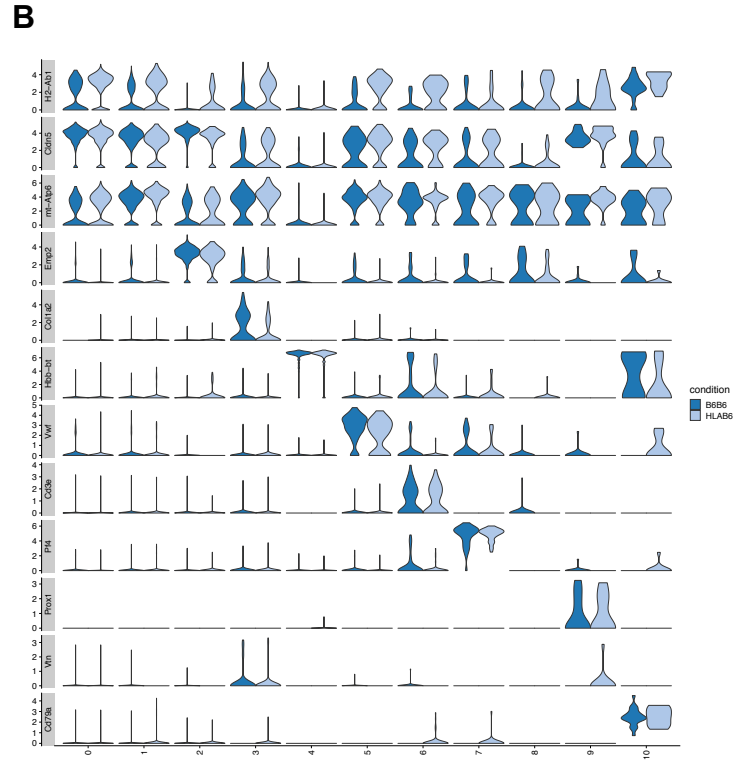

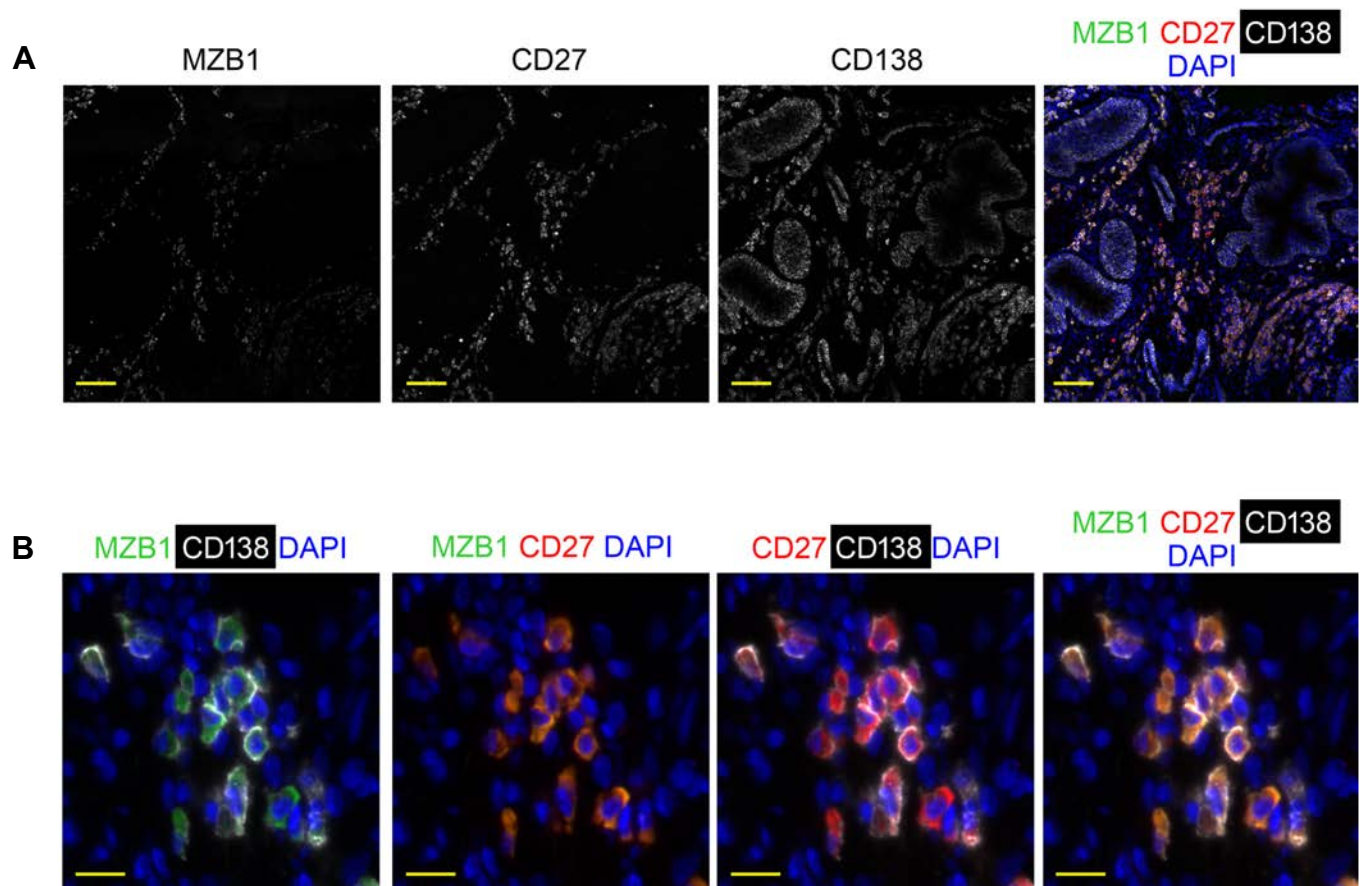

Supplementary Figure 3

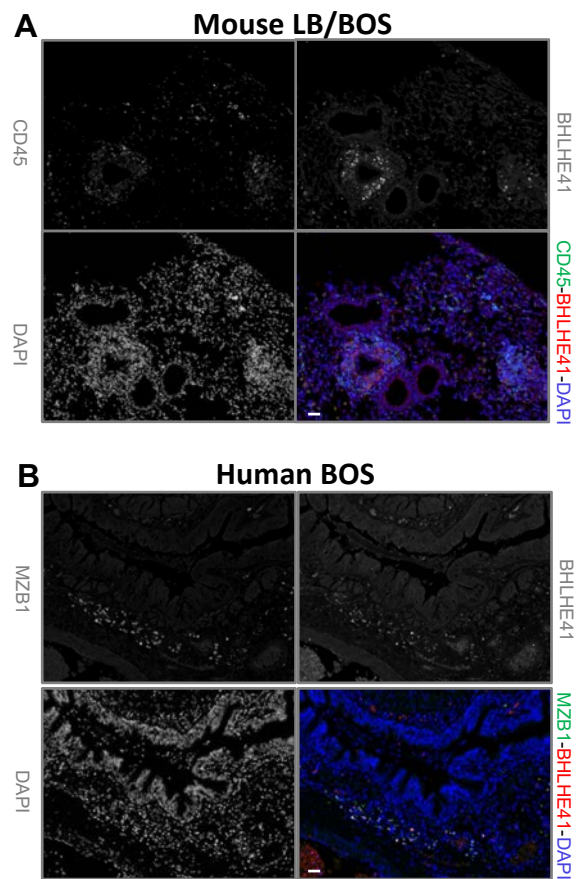

**Supplementary Figure 4**

**A** Flow cytometry analysis of B cell subpopulations in mouse lung grafts

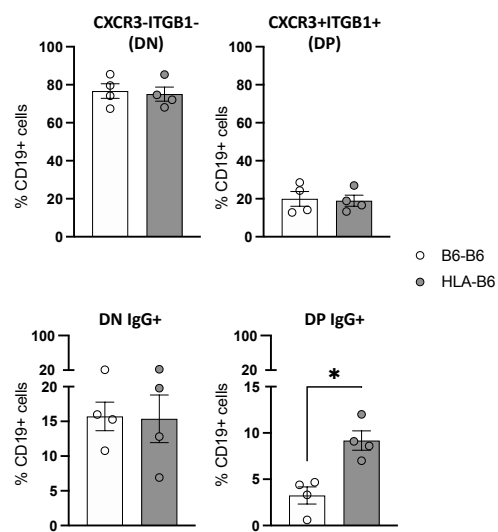

**B** Sorted B cell subpopulations

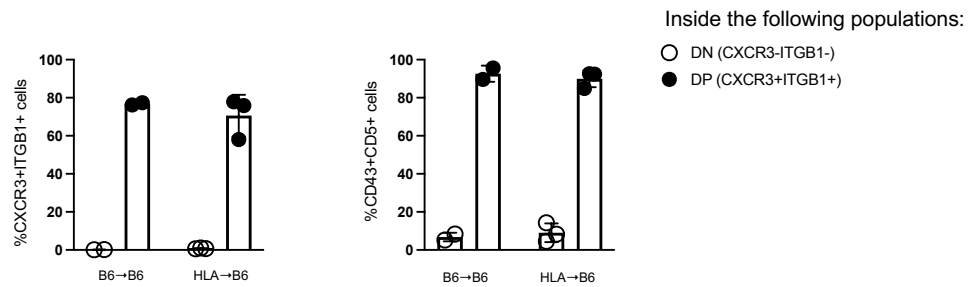

Supplementary Figure 5

Comparison of murine lung B cell clusters to B cell subsets of  
GSE32372 GEO database

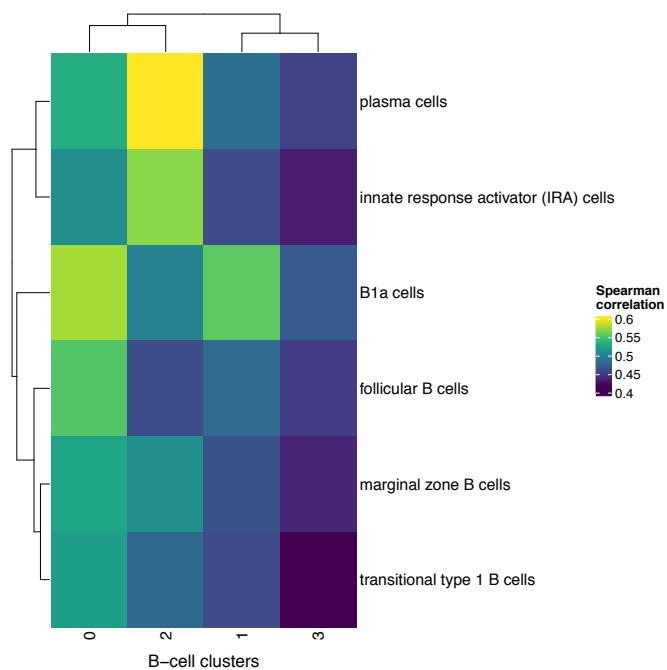

Supplementary Figure 6

How the deposited data were processed for this re-analysis (not part of the article)

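Single cells of 8 left lung grafts, taken 1 month after transplantation from 5 B6→B6 and 3 HLA→B6 male mice, were measured by droplet RNA sequencing of transcript 3′ ends, with 10000 cells loaded per graft. Each graft is 1 mouse and 1 library. The authors made the deposited counts with Cell Ranger on mm10, as UMIs per gene and cell, and state that they left out barcodes with fewer than 200 UMIs and genes found in fewer than 3 cells and removed free RNA with SoupX. The values are whole counts with no normalization. The authors' labels of cells came from Seurat clustering, clustifyr with a mouse cell atlas, and manual annotation of structural cells. The labels, the barcodes and the counts were joined by cell name, each cell took its mouse from the table of cells, and all 20778 cells and 17921 genes were kept, so 0 columns of values were left unused.

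Median depth was between 1356 and 1948 UMIs per cell in the 8 mice, and between 740.5 and 865 genes per cell. At that depth a transcript at a few copies per cell is missed in most cells, so levels were read from sums over cells. A type entered a comparison of levels with at least 10 cells in a mouse. A count of 0 over a group was read as at most 3 counts, from which lower limits of folds were computed.

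Work was done in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). Percentages of cells were compared between the groups with an exact permutation test over all 56 splits of the mice, two-sided, on the difference of means. The p values of 11 cell types, 11 structural clusters and 4 clusters of B cells and PCs were each adjusted as a family by the Benjamini-Hochberg method. Ratios of pooled cell numbers carry a 95% interval from counting alone. Sums of counts per mouse and type were normalized by TMM, filtered by filterByExpr with a minimum count of 10, and compared by edgeR's quasi-likelihood F test with adjusted p under 0.05 as the threshold. Cluster 1 was compared with clusters 0, 2 and 3 summed in the same way, with the mouse as a block, in the 4 mice with 10 cells of each. Genes per cell and shares of cells with a UMI were computed at 1000 UMIs per cell as the expected value of random draws, and at 500 UMIs for structural cells. Differences in genes per cell were tested by an exact permutation of signs over mice. Gene lists for the IFN-γ response, B-1, memory or atypical, follicular, marginal zone and germinal center B cells, MHC II, monocytes, alveolar macrophages and neutrophils were written by hand; lists with at least 3 tested genes were compared by limma's camera, and by fry as an alternative. The genes named are those the paper names for these cells and, per comparison, the 3 with the largest rise and the 3 with the largest fall among those past the threshold whose groups do not overlap, or that move the same way in every mouse where cells of one mouse are paired. Genes named beyond these were chosen after their values were seen, and are Prox1, Epcam, Pecam1, Car4, Cd3d, Cd79a, Ms4a1, Pf4, Ppbp, Hbb-bs, Rbp7, Timp4 and the genes of the lists above.

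Alternatives were the exact Mann-Whitney test, edgeR on cell numbers, other denominators and units of a ratio, cells with at least 500 UMIs, Scrublet doublets left out (expected rate 0.06), each mouse left out in turn, thinning to 500 or 2000 UMIs or not at all, the mean in place of the median, Ig genes left out, DESeq2, no filter on low counts, at least 20 cells per mouse, all mice thinned to the same number of cells, cluster 1 against cluster 0 only, no mouse as a block, at least 5 cells for isotypes, shares of heavy chain constant counts, fry, and lists without genes the study picked. Added after the data were seen were the removal of cells that share a barcode with a cell of another mouse (the deepest was kept where it had at least 5 times the UMIs of the next), tests within the sets of libraries linked by shared barcodes at an adjusted p under 0.01 or under 0.05, the ratio of mean cell numbers per mouse, percentages pooled over the cells of a group, isotypes without the cells labelled PCs in clusters 0 and 1, and folds over pooled cells.

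The methods were tested on simulated data. With 200 genes raised or lowered 4-fold in sums drawn to the depths of these mice, edgeR called most of the changed genes in each comparison, and with no gene changed it made 2 calls at most. With genes changed, 3.87% to 11.4% of its calls fell on unchanged genes, more than the 5% aimed at in 7 of 9 comparisons (11.4% in myeloid cells, 9.04% in structural cluster 0, 8.16% in T cells, 8.08% in B cells). CytoTrace, RNA velocity and the ImmGen comparison were not repeated, and flow cytometry, ELISA, imaging and patient samples were not analysed here.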

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

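Of the tests in this part, those of splits of the mice by numbers of genes, within sets of libraries too, of the number of shared barcodes and of their cell types, of PCs, B cell and PC cluster 2 and alveolar macrophages without cells of shared barcodes, of free RNA for structural cluster 1 and, set against NK cells, for the IFN-γ response list, and of cluster 0 as a source of low H2-Eb1 were chosen only after the result was seen.

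Libraries of different mice shared cell barcodes, in data the paper does not analyse. B6→B6 replicate 2 and HLA→B6 replicate 2 shared 160 barcodes where 6.67 were expected from the median rate of sharing over all pairs of mice, which argues against a random draw of barcodes. Of these, 97.5% had the same cell type in both libraries, where 17.0% were expected. Among PCs, 11 of 11 pairs with one barcode in 2 libraries (100%) had the same most counted heavy chain constant gene, against 29.4% of 1263 other pairs. The deeper cell of a shared barcode had a median of 21.3 times the UMIs of the shallower. These values are consistent with molecules of one library being carried into another library sequenced with it, so the shallower cell may be a copy of the deeper one. Heavy chain variable genes would give a finer test, but only 1 pair of PCs had such a UMI in both cells, so that test leaves it open. The smallest cell of each linked library had 320 to 375 UMIs and that of each other library 2 to 27, another way in which the 2 sets of libraries part. No biological explanation was tested, and none is given by the design, since the 2 mice differ in group.

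Of 55 groups of 5 B6→B6 values, 6 held a mouse far from the other 4 (its gap to the nearest mouse, over the whole range of the group, above the 95% limit of Dixon's test), where 2.75 are expected by chance. Of these, 2 involve cells of shared barcodes. In B6→B6 replicate 1, B cell and PC cluster 2 took 10.8% of B cells and PCs, against 0% to 2.46% in the others (gap 0.772 of the range), and without cells of shared barcodes it took 1.82%. Of the PCs in B6→B6 replicates 1 and 2, 78.6% were such cells, but of those in B6→B6 replicate 3 only 14.3%, or 1 of 7, which argues against copies as the source of most PCs in that mouse. In B6→B6 replicate 2, structural cluster 8 took 5.22% of structural cells, against 0.967% to 2.17% in the others (gap 0.718), and without such cells it took 0%. Copied cells may thus account for both values. A biological difference between these grafts was not tested.

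For a further pair of these mice the tables leave the source open. Structural cluster 1 took 52.9% of the structural cells of B6→B6 replicate 4, against 5.88% to 16.5% in the others (gap 0.774). In that mouse 26.0% of T cells had a UMI of Scgb1a1 at 500 UMIs per cell, against 0% to 0.585% in the other B6→B6 mice, so free RNA of club cells was high, and it may have drawn cells of other types into cluster 1. Cluster 1 cells of that mouse carried Scgb1a1 more often than its T cells, at 37.0%. Of the 10 genes that lead cluster 1, 7 had a higher level in a cell type other than structural cells, such as C1qa, Igkc and Ighm, and Fabp4, Rbp7 and Timp4 did not. Whether free RNA drew cells into it cannot be told apart from a real excess of these cells, since the authors' clusters were drawn from the same counts. Structural cluster 4, named red blood cells, took 29.1% in B6→B6 replicate 5, against 2.15% to 8.36% in the others (gap 0.770). T cells of that mouse had 0 UMIs of Hbb-bs, although it stood at 56456 CPM over the whole library, and those of B6→B6 replicate 4 had 2194 UMIs at 23840 CPM. A level of free RNA that does not follow the library leaves the test without an answer, so more blood in the digested graft cannot be told apart from other sources.

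The last 2 of these values are levels of single genes. Xbp1 in alveolar macrophages was at 300.6 CPM in B6→B6 replicate 2 and at 399 to 412 CPM in the others (gap 0.815). Without cells of shared barcodes it was 332 CPM, still below the others, at 401 to 419, which argues against copied cells as the whole source. Its fall in HLA→B6 (log2 fold change -0.69, adjusted p = 0.0298 by edgeR) passed 0.05 only with all mice or without B6→B6 replicate 2 or HLA→B6 replicate 3, and was at 0.142 without HLA→B6 replicate 2, 0.0731 without B6→B6 replicate 4, 0.0638 without B6→B6 replicate 1, 0.0575 without HLA→B6 replicate 1, 0.0534 without B6→B6 replicate 5 and 0.0512 without B6→B6 replicate 3. H2-Eb1 in structural cells was at 93.8 CPM in B6→B6 replicate 1 (gap 0.733). A low share of cluster 0 is ruled out as its source, as that share was 63.2%, the highest of the 5. In the structural cells of this mouse H2-Eb1 had 0.359 counts per count of H2-Ab1, against 0.523 to 0.881 in the other 7 mice, and in its B cells 0.636, against 0.621 to 0.748. A stronger subtraction of H2-Eb1 as free RNA by the authors could leave such a ratio, but with 60 counts it cannot be told apart from a difference between grafts.

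Alveolar macrophages, whose expression the paper does not compare between the groups, had 712 of 5798 genes past an adjusted p of 0.05 in edgeR (369 higher and 343 lower in HLA→B6), the most of the 7 cell types with enough cells, and 709 in DESeq2. In 1122 genes (19.4%) the groups did not overlap, where chance gives 3.57%. Only 1 of 56 splits of the mice, the real one, gave as many genes, and the next gave 71, which argues against chance. With the linked set as a block there were 1253 genes (1 of 24 splits within the sets), and 793 with HLA→B6 replicate 1 put in the linked set (1 of 30). Without cells of shared barcodes there were 986, among them 686 of the 712, which argues against copied cells. Admixed monocytes or their free RNA are argued against by the level of monocyte transcripts, which allow a median of 1.60% of monocyte RNA and at most 9.69% (Cx3cr1; Ly6c2 9.36%), while 5 of the 6 transcripts of the alveolar macrophage list fell by 66.4% to 92.8% (median of the 6, 70.9%). The sixth, Fabp4, rose from 109 to 145 CPM. The count depended on the mice: it was 180 without HLA→B6 replicate 2, 273 without B6→B6 replicate 4 and 388 without B6→B6 replicate 1. By list, alveolar macrophage transcripts had a median log2 fold change of -1.72 (adjusted for correlation by fry, the call held), 4 monocyte transcripts 1.54 (held in camera, not in fry) and 3 neutrophil transcripts 1.28 (held in fry, not in camera). The largest rises were those of Sorl1 (log2 fold change 4.47), Cadm1 (4.15) and Npy (4.01) (Sorl1 without HLA→B6 replicate 2 at an adjusted p of 0.0576) and the largest falls those of Acaa1b (-4.89), Klk8 (-4.65) and Tc2n (-4.58). The values thus argue against chance, copied cells, admixed monocytes and the linked sets as the whole source. The test of admixture rests on monocyte transcripts alone, so it cannot show whether other macrophages carry the deposited name. A different mix of macrophages was not tested and stays open. A change within alveolar macrophages with rejection is a hypothesis, found and tested on the same mice.

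The 19 genes of the IFN-γ response list rose in HLA→B6 grafts in cell types for which the paper does not report them. The median log2 fold change was 1.75 in structural cells (18 genes tested), 1.35 in myeloid cells (11 genes) and 1.98 in alveolar macrophages (13 genes). Under permutation of the mice, a camera p as small as the real one (7.6e-38, 1.2e-15 and 3.7e-09) came from 1, 1 and 6 of 56 splits. With 1 of 56 as the fewest possible, this argues against chance for structural and myeloid cells but not for alveolar macrophages. In B cells, where the median was 0.61, it came from 1 split. Free RNA shared by the cells of a library would raise NK cells of the same mice as much. The summed level of the list changed by -38.5 CPM in NK cells, and the rise beyond theirs was 5061 CPM in myeloid cells (exact permutation p = 0.0357), which argues against such RNA there. In structural cells it was 4843 CPM (exact p = 0.179) and in B cells 924 CPM (exact p = 0.143), with much spread between mice. NK cells stood at 6169 ± 322 CPM (SD) in B6→B6 and 6131 ± 97.7 CPM in HLA→B6 grafts. A rise like the 4804 CPM of structural cells was thus absent from NK cells. This argues against free RNA shared alike by all cells as its source, although structural cells of HLA→B6 replicate 3, at 4755 CPM, showed no rise. In B cells the rise was 885 CPM, with SD of 459 and 784 CPM, so free RNA stays open there. Under fry the calls of camera held in alveolar macrophages, B cells, structural cells, monocytes, myeloid cells and T cells; NK cells passed in neither. Leaving out each mouse in turn, the fry call held in all 8 fits only in structural and myeloid cells. It was lost in alveolar macrophages without HLA→B6 replicate 2 (0.0559), in T cells without the same mouse (0.0642), in monocytes without B6→B6 replicate 4 (0.0511), HLA→B6 replicate 1 (0.0563) or HLA→B6 replicate 2 (0.0959), and in B cells without B6→B6 replicates 1, 3, 4 or 5 (0.0542, 0.0536, 0.0665 and 0.0827) or HLA→B6 replicates 1 or 2 (0.0922 and 0.121). In NK cells fry passed without B6→B6 replicate 5 (0.0408). Higher IFN-γ signaling in rejecting grafts is a hypothesis that these values leave open, found and tested on the same mice.

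In T cells, 5 of 7164 genes passed 0.05 in edgeR, all higher in HLA→B6, and 37 in DESeq2. Lag3 went from 20.5 to 250.4 CPM (log2 fold change 3.58, adjusted p = 0.0425 by edgeR) and Pdcd1 from 32.0 to 271 CPM (3.07, adjusted p = 0.0402 by edgeR), with the groups apart for both, and Nrn1 from 5.33 to 44.6 CPM (3.43). The number of genes was reached by 3 of 56 splits, so chance cannot be excluded over all mice. The split that gave the most genes, 45, sets B6→B6 replicates 4 and 5 and HLA→B6 replicate 3 apart, the mice outside the linked set at the looser limit. With the linked set as a block, edgeR called 39 genes, or 21 with HLA→B6 replicate 1 put in the linked set, the 5 genes among them both times. Of the splits within the sets, 1 of 24 and 1 of 30, the real one each time and the fewest possible, gave as many. As these blocks were chosen after the values were seen, and 3 of 56 splits did as well with no block, chance stays open in T cells. The adjusted p of Lag3 was 0.112 without B6→B6 replicate 1, 0.0678 without B6→B6 replicate 2, 0.101 without B6→B6 replicate 5, 0.107 without HLA→B6 replicate 1 and 0.225 without HLA→B6 replicate 2. Without these mice, B6→B6 replicate 2 excepted, Pdcd1 was at 0.112, 0.101, 0.107 and 0.225 and Nrn1 at 0.0643, 0.0924, 0.107 and 0.225. Chronic activation of T cells by the graft may underlie these changes, but this is a hypothesis, as the sets behind the blocks were themselves found in these data.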

How the results depend on the processing

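Of the tests in this part, the removal of cells of shared barcodes, the tests within sets of libraries linked by barcodes and with such a set as a block, the ratio of mean cell numbers per mouse, percentages pooled over cells and isotypes without cells labelled PCs were chosen only after the data were seen.

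Of 355 alternatives of 20 percentages of cells, 335 kept the direction and 20 reversed it. The side of the threshold carries little here: with 0.0357 as the smallest exact p, an adjusted p under 0.05 needs 8 of 11 cell types or structural clusters, or 3 of 4 clusters of B cells and PCs, to separate the groups fully. Pooled over cells, T cells had a difference of -3.80 percentage points and structural cluster 1 of -10.8. With at least 500 UMIs the difference of leukocytes was -0.161 percentage points. Without cells of shared barcodes that of T cells was -0.511 and that of myeloid cells 0.337, and averaged over the linked and the unlinked libraries that of myeloid cells was 0.0820 and that of structural cluster 1 -0.237. Neither of the last 2 was reversed with HLA→B6 replicate 1 put in the linked set, at -0.395 and 5.48, and in the linked libraries alone structural cluster 1 went from 9.32% to 23.6% and myeloid cells from 4.18% to 5.26%. With 1 mouse left out, the differences ran from -9.19 to 1.92 for B cells (above 0 without B6→B6 replicate 5), from -4.86 to 3.82 for T cells (below 0 without B6→B6 replicates 1, 3 or 5 or HLA→B6 replicate 2), from -3.72 to 2.68 for leukocytes (below 0 without B6→B6 replicates 1, 4 or 5 or HLA→B6 replicate 1), from -1.20 to 0.143 for myeloid cells (above 0 without HLA→B6 replicate 1 or 3) and from -1.39 to 12.2 for B cell and PC cluster 3 (below 0 without HLA→B6 replicate 3). The cause was not tested. The Seurat re-clustering at other resolutions was not run, since it was set only for the case that clusters had to be made here.

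The pooled ratios of cell numbers moved with the unit. For cluster 0 the ratio of mean percentages of B cells and PCs was 0.758, and that of mean cell numbers per mouse 1.12, the other direction. For cluster 1 the ratio of mean percentages of all cells was 1.60 and that of mean cell numbers 4.07. For cluster 2 the ratios were 3.14 by percentages of B cells and PCs, 2.84 by those of all cells, 10.3 by mean cell numbers and 11.2 without cells of shared barcodes, and for cluster 3 they were 3.28 by percentages of B cells and PCs, 3.09 by mean cell numbers and 2.88 with at least 500 UMIs. The groups have 5 and 3 mice, so pooled numbers and means differ by construction. With 1 mouse left out the ratios ran from 0.394 to 0.957, 1.23 to 3.82, 1.17 to 9.87 and 0.309 to 6.00 for clusters 0 to 3. The lowest values were those without HLA→B6 replicate 1 in clusters 0 to 2 and without HLA→B6 replicate 3 in cluster 3, and the highest those without B6→B6 replicate 3 in clusters 0 to 2 and without B6→B6 replicate 5 in cluster 3. Of 56 alternatives, 31 moved by less than the counting interval, 23 by more and 2 reversed.

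Genes per cell reversed in 5 of 18 alternatives. In the HLA→B6 mice alone, a subset not among the 18, the cluster 1 difference was 1.37 ± 1.84 genes (SD, n = 2), against -0.594 over all 4 mice. For cluster 1 the difference from cluster 0 was 483 with no thinning and 7.53 at 2000 UMIs, and with 1 mouse left out it ran from -2.50 to 2.62, the latter without B6→B6 replicate 2. For PCs it was 504 with no thinning and 20.0 without Ig genes. Of the 5 reversals, 3 thus came with another number of UMIs per cell, 1 with a mouse left out and 1 with Ig genes left out; at 500, 1000 and 2000 UMIs PCs had fewer genes (-196, -319 and -475). Of 112 alternatives for isotypes, 92 kept their value, 16 moved and 4 reversed. Without the cells labelled PCs in clusters 0 and 1, the log2 ratio of Ighg2b in cluster 1 was 2.34 in place of 4.57, and 1 isotype in place of 2 was higher in cluster 1 in every mouse. As a share of heavy chain constant counts, the log2 ratio of cluster 1 to cluster 0 was -0.22 for Ighm and -0.15 for Ighg2c, and that of PCs to cluster 0 was -1.36 for Ighm, since a rise of other isotypes lowers the share of Ighm. Ighg2c in cluster 1 with 1 mouse left out ran from -0.52, without HLA→B6 replicate 1, to 1.64, without B6→B6 replicate 2, and Ighg3 from 1.49, without HLA→B6 replicate 1, to 3.96, without B6→B6 replicate 2 or 3. With at least 5 cells per mouse, 0 isotypes were higher in cluster 1 in every mouse and 1 in PCs, where more mice had to meet the condition.

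Of 137 alternatives for the 8 numbers of genes past 0.05, 66 lay within 1.5 times of the reported number and 71 did not. With DESeq2 the numbers were 2 in B cells, 94 in structural cells, 15 in monocytes, 25 in myeloid cells, 37 in T cells and 103 in cluster 1. With no filter beyond 1 count they were 1083 in alveolar macrophages, 73 in B cells, 130 in structural cells, 98 in monocytes, 153 in myeloid cells, 38 in NK cells, 61 in T cells and 314 in cluster 1. With every mouse thinned to the same number of cells they were 453 in alveolar macrophages, 1 in B cells, 6 in structural cells and 0 in T cells. In monocytes, against 1 reported gene, there were 3 without doublets, 2 with at least 500 UMIs and 2 without cells of shared barcodes. With the barcode-linked set as a block, edgeR called 1253 genes in alveolar macrophages, 5 in monocytes, 15 in myeloid cells and 39 in T cells, and with HLA→B6 replicate 1 put in the linked set 17 in monocytes, 2 in myeloid cells, 2 in NK cells and 21 in T cells. Cluster 1 gave 450 genes against cluster 0 only and 53 with no mouse as a block. The cause was not tested, apart from the fewer cells that thinning leaves.

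With 1 mouse left out, the numbers ran from 180 to 829 in alveolar macrophages, 0 to 16 in B cells, 10 to 71 in structural cells, 1 to 6 in monocytes, 0 to 27 in myeloid cells, 0 to 4 in NK cells, 0 to 24 in T cells and 80 to 202 in cluster 1. For alveolar macrophages the number was below that reported by more than 1.5 times without B6→B6 replicate 1 (388), B6→B6 replicate 4 (273) and HLA→B6 replicate 2 (180). In structural cells it was 14 without B6→B6 replicate 2, 29 without B6→B6 replicate 3, 10 without B6→B6 replicate 4, 10 and 11 without HLA→B6 replicates 1 and 2, and the highest without HLA→B6 replicate 3. In B cells it was 0, 2, 1, 11 and 2 without B6→B6 replicates 1 to 5 and 0, 2 and 16 without HLA→B6 replicates 1 to 3, in T cells 0, 5, 5, 24 and 0 and then 0, 0 and 6, and in monocytes 3, 1, 1, 2 and 5 and then 2, 1 and 6. In myeloid cells it was 27 without B6→B6 replicate 4, 1 without HLA→B6 replicate 1 and 5 without HLA→B6 replicate 2, and in NK cells 1 without B6→B6 replicate 3, 1 without HLA→B6 replicate 1 and 4 without HLA→B6 replicate 3. In cluster 1 only HLA→B6 replicate 2 moved it that far, to 80.

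The 7 MHC II genes of structural cells kept their direction in all 125 alternatives, with 87 on the same side of the threshold, 29 no longer past it and 9 newly past it. Thinned to the same number of cells, the log2 fold changes were 1.93 for H2-Ab1, 1.79 for H2-Aa, 1.93 for H2-Eb1 and 1.43 for H2-DMb1, none past 0.05, and H2-DMb1 also lost its call without cells of shared barcodes (1.58). Cd74 passed in DESeq2 (1.99), with no filter (2.05) and with the linked set as a block (2.13, or 1.89 with HLA→B6 replicate 1 in it), and Ciita in DESeq2 (2.01) and with no filter (1.95). With 1 mouse left out the ranges were 1.69 to 2.10 for H2-Ab1, 1.54 to 1.92 for H2-Aa, 1.61 to 2.01 for H2-Eb1, 1.77 to 2.38 for Cd74, 1.45 to 1.84 for H2-DMb1, 1.65 to 2.45 for Ciita and 1.83 to 2.20 for H2-DMa. The mice whose absence changes each call are given beside these genes in the text.

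Among 47 named genes, 515 of 637 alternatives left direction and call as they were, 94 lost the call, 3 gained it and 25 reversed. All reversals were in cluster 1. Against cluster 0 only, the log2 fold change was 1.23 for Xbp1, 1.34 for Mzb1, 0.27 for Ighm, 4.52 for Igha, 3.89 for Ighg1, 4.10 for Ighg2b, 2.96 for Ighg2c and -0.12 for H2-Aa. For Xbp1, Mzb1 and the Ig genes, leaving PCs out of the comparison shows the cause. DESeq2 gave 0.030 for Mzb1, 1.69 for Igha, 1.81 for Ighg2b and 0.0074 for H2-Ab1. Without doublets Mzb1 was 0.015 and H2-Ab1 0.022, with no mouse as a block H2-Ab1 was 0.0013, and with no filter H2-Aa was -0.045. With 1 mouse left out, the ranges were -0.088 to 0.26 for H2-Aa, -0.11 to 0.16 for H2-Ab1, -2.67 to 0.12 for Igha, -2.39 to 1.38 for Ighg2b and -0.48 to 0.45 for Mzb1, none of which was past the threshold as reported. Bhlhe41, Zbtb32 and Itgb1 kept their calls in all alternatives but the fit with no mouse as a block, in which Itgb1, at 0.0502, did not pass. Of the gene lists, judged by camera, 98 of 101 alternatives were unchanged and 3 reversed, all in the marginal zone list, whose camera p ran from 0.599 to 0.912 with 1 mouse left out, without B6→B6 replicates 2 or 3 or HLA→B6 replicate 2. Where no test passes, as here, a direction says little. Judged by fry, the IFN-γ response list lost its call in B cells without B6→B6 replicate 1 (0.0542), 3 (0.0536), 4 (0.0665) or 5 (0.0827) and without HLA→B6 replicate 1 (0.0922) or 2 (0.121), in monocytes without B6→B6 replicate 4 (0.0511) and HLA→B6 replicate 1 (0.0563) or 2 (0.0959), and without HLA→B6 replicate 2 in T cells (0.0642) and alveolar macrophages (0.0559). In NK cells it gained a call without B6→B6 replicate 5 (0.0408). The B-1, memory and follicular lists kept theirs by fry in all alternatives run.

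The replicate numbers do not pair the mice: the deviations of same-numbered mice in cell type shares correlated at 0.318, 0.438 and -0.637. With the replicate number as a block, edgeR on cell numbers put leukocytes at a log2 fold change of -1.52, B cell and PC cluster 3 at 3.41 (adjusted p = 0.0628) and PCs at 0.54. Under this block edgeR called 283 genes in alveolar macrophages, 27 in B cells, 10 in structural cells, 10 in monocytes, 31 in myeloid cells, 8 in NK cells and 39 in T cells. The MHC II genes past the threshold without it were at 1.81 (H2-Ab1), 1.82 (H2-Aa), 2.00 (H2-Eb1), 2.08 (H2-DMa) and 1.39 (H2-DMb1), not past 0.05. By fry, the IFN-γ response list under this block was at 0.209 in B cells, 0.281 in monocytes and 0.0697 in alveolar macrophages, no longer past 0.05, and at 0.0218 in NK cells, newly past it.

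Depth limits what these data can show. On simulated data with genes changed 4-fold, most of the changed genes were called in each comparison, the fewest in myeloid cells, so smaller changes in types with few cells stay open. No comparison of clusters 2 and 3 at 1000 UMIs was possible in B6→B6 mice, as none held 10 such cells that deep.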

Differences from the paper's values

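The tests named here as chosen after the values were seen are the ratio of mean cell numbers per mouse, the removal of cells of shared barcodes and the fold over pooled cells. A value is said to lie within the limits of the paper's where the 2 are less than 1.5 times apart or no further apart than the error of the value.

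For cluster 1 of B cells and PCs, the paper gives a 4-fold increase in cell number in HLA→B6 grafts. Pooled over mice, the ratio was 2.44. Among the alternatives set before the data were examined, the ratio was within the limits of the paper's value without B6→B6 replicate 2 (3.63), 3 (3.82), 4 (2.81) or 5 (2.71). It was outside them as a ratio of mean percentages of B cells and PCs (2.23) or of all cells (1.60), without B6→B6 replicate 1 (2.66), without HLA→B6 replicate 1 (1.23), 2 (1.30) or 3 (2.36), with at least 500 UMIs per cell (2.44) and without doublets (2.47). The ratio of mean cell numbers per mouse, chosen after the values were seen, was 4.07, within the limits. The paper's numbers for cluster 0, 226 and 254, equal the means per mouse here, so its folds may be in that unit too. A difference of the pooled ratio may thus be one of unit alone. Without cells of shared barcodes, also chosen then, the pooled ratio was 2.47.

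For cluster 3, the paper gives a 3-fold increase, and the pooled ratio was 1.85. It was within the limits as a ratio of mean percentages of B cells and PCs (3.28) or of all cells (2.39), without B6→B6 replicate 3 (2.13) or 4 (2.17) and with at least 500 UMIs (2.88). It was outside them without B6→B6 replicate 1 (1.85), 2 (1.92) or 5 (6.00), without HLA→B6 replicate 1 (1.67), 2 (1.73) or 3 (0.309) and without doublets (1.84). The ratio of mean cell numbers per mouse, the unit of the paper's cluster 0 numbers, was 3.09, within the limits. It was chosen after the values were seen. Without cells of shared barcodes the pooled ratio was 1.96.

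For cluster 2, the PCs, the paper gives a 10-fold increase, and the pooled ratio was 6.17. It was within the limits without B6→B6 replicate 1 (8.71), 2 (8.22), 3 (9.87) or 4 (6.73) and with at least 500 UMIs (6.95). It was outside them as a ratio of mean percentages of B cells and PCs (3.14) or of all cells (2.84), without B6→B6 replicate 5 (6.17), without HLA→B6 replicate 1 (1.17), 2 (5.04) or 3 (6.13) and without doublets (6.30). The ratio of mean cell numbers per mouse was 10.3 and the pooled ratio without cells of shared barcodes 11.2, both chosen after the values were seen.

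For Cxcr3 in cluster 1, the paper gives a 6-fold higher expression than in the other clusters, and the fold here was 3.03. DESeq2 gave 5.61, within the limits of the paper's value. The other alternatives were outside them: no filter (3.09), without B6→B6 replicate 2 (2.62) or 3 (2.88), without HLA→B6 replicate 1 (9.01) or 2 (2.24), against cluster 0 only (16.2), without the mouse as a block (2.97), without doublets (3.19) and with at least 20 cells (3.03). Of those chosen after the values were seen, the fold was 2.95 without cells of shared barcodes and 9.25 over pooled cells. The paper tested such genes over cells, with a Wilcoxon test, and the values here are over mice.

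The paper counts 14 clusters over all cells, and the deposited table has 15, numbered 0 to 14. The paper calls PCs the cell type with the most prominent increase; their ratio of mean shares, 3.00, was the largest of the 11 types here, but the difference between mice had an exact permutation p of 0.214. The paper states a decrease of structural cluster 1 in rejecting lungs, and its mean share over mice here rose by 4.12 percentage points. Pooled over cells, a unit added after the data were seen, the direction is that of the paper, from 30.4% (743 of 2441 cells) to 19.7% (604 of 3073), with 602 of the 743 cells from B6→B6 replicate 4. It went from 9.32% to 23.6% in the libraries linked by barcodes and fell from 34.7% to 23.6% in the others, B6→B6 replicate 4 among them. The mean difference over both sets was -0.237, and 5.48 with HLA→B6 replicate 1 put in the linked set; these sets were chosen after the values were seen. For clusters 2 (-13.3), 0 (14.6) and 3 (1.73) the direction is that of the paper. The paper identifies structural cluster 0 as lymphatic by Tmem100 and Lyve1, which were found in 81.4% and 58.9% of its cells; Prox1 was found in 0 of its 2364 cells. It describes clusters 1 and 2 by epithelial markers: at 500 UMIs per cell Scgb1a1 was found in 24.7% and 5.73% of their cells and in 7.98% of T cells (26.0% in B6→B6 replicate 4 and 0% to 2.72% in the other mice), Epcam in 0.122% and 0%, and Pecam1 in 45.7% and 60.3%.

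The paper states that PCs express fewer genes and cluster 1 cells the most. Over all UMIs, PCs had 504 more genes than cluster 0 cells and cluster 1 cells 483 more, and the pooled medians were 1191 genes in cluster 1, 1070 in PCs and 746 in cluster 0. At 1000 UMIs per cell the differences were -319 for PCs and -0.594 for cluster 1. The paper states that IgD is not expressed in cluster 1, and Ighd was found in 18.6% of its cells at 1000 UMIs, against 54.2% in cluster 0 and 0.449% in T cells. It takes Ighm as a marker of cluster 1: against the other clusters, PCs included, Ighm had a log2 fold change of -2.24, and against cluster 0 alone, an alternative set beforehand, 0.27, while Spn (2.27) and Bhlhe41 (2.54) were higher. The paper states that PCs and their proposed progenitors are the only B cells positive for the genes of IgA and 4 IgG subclasses; cluster 0, of whose 1895 cells 2 are labelled PCs, had 8.45 CPM of Igha against 1.31 in T cells and 13.6 of Ighg2b against 0.332, and the values were 8.45 and 13.6 without those 2 cells. For 2 genes level and share of cells went opposite ways: Ighg3 was at 7.28 CPM against 18.0 in T cells but in 0.460% of cells against 0.0181% at 1000 UMIs, and Ighg2c at 33.4 CPM against 23.4 but in 1.30% of cells against 1.42%, so these do not set cluster 0 apart from background.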

Other observations

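Of the tests in this part, those of splits of the mice by numbers of genes, within sets of libraries too, of structural cells outside cluster 0, of genes per cell, of Ighg2c, Ighd and Scgb1a1, and of counts of 0 were chosen only after the result was seen.

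The numbers of genes past an adjusted p of 0.05 in edgeR were set against splits of the mice. In structural cells 49 of 8109 genes passed (34 higher and 15 lower in HLA→B6), and 94 in DESeq2. Only 1 of 56 splits, the real one and the fewest possible, gave as many. This argues against chance, but not strongly. The next split, which sets B6→B6 replicates 2 and 5 and HLA→B6 replicate 3 apart, gave 39. The groups did not overlap in 479 genes (5.91%, where chance gives 3.57%). In B cells 7 of 6001 genes passed (2 in DESeq2), and 5 of 56 splits, the real one included, gave as many, so chance cannot be excluded there. In monocytes only Fos passed (log2 fold change -1.53), and 10 of 56 splits gave as many (DESeq2 called 15). In myeloid and NK cells edgeR called 0 genes, which all 56 splits reach; at an unadjusted p under 0.05 there were 215 and 97 genes, and DESeq2 called 25 and 0. The split with the most genes in B cells (63), monocytes (22), myeloid cells (4) and NK cells (19) was the one that sets the 3 libraries outside the linked set at the looser limit apart. With that set as a block, edgeR called 9, 17, 2 and 2 genes in these types, and of the 30 splits within the sets 3, 1, 2 and 5 gave as many. Taken alone, this block argues against chance for monocytes but not for the others. With the stricter linked set as a block the numbers were 9, 5, 15 and 0 genes, reached by 3, 1, 1 and 24 of 24 splits, where the next split gave 4 genes in monocytes and 1 in myeloid cells. As the blocks were chosen after the values were seen, and as 10 and 56 of 56 splits gave as many genes with no block, chance stays open in both types over all these fits. In structural cells the blocks gave 71 and 60 genes, each reached by the real split alone (1 of 30 and 1 of 24; the next gave 2 and 25). For the IFN-γ response list, 3 of 56 splits gave a camera p as small in monocytes and in T cells and 10 in NK cells, so chance cannot be excluded there. For cluster 1 against the other B cell and PC clusters, of 35 splits of the 8 sums 32 could be fitted, and 1, the real one, gave as many genes (the next gave 58), but since the authors drew the clusters from the same counts, these splits do not show whether chance can be excluded.

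The genes with the largest changes in B cells were Ighg3 (2.07 to 124 CPM, log2 fold change 5.92), Ighg2b (6.04 to 120.1 CPM, 4.08), Igha (7.28 to 113 CPM, 3.52) and, falling, Dusp2 (-0.94); Zbtb20 rose from 101 to 235 CPM (1.20). None of these 5 kept its call without each mouse: with adjusted p by edgeR, Ighg3 was at 0.105, 0.0708, 0.108 and 0.065 without B6→B6 replicates 1, 2, 3 and 5 and at 0.225 without HLA→B6 replicate 1, Ighg2b at 0.089 and 0.0557 without B6→B6 replicates 1 and 3 and at 0.0612 and 0.0636 without HLA→B6 replicates 1 and 2, and Igha at 0.225, 0.140 and 0.065 without B6→B6 replicates 1, 2 and 5 and at 0.438 and 0.272 without HLA→B6 replicates 1 and 2. Dusp2 was at 0.105, 0.111 and 0.108 without B6→B6 replicates 1, 2 and 3, and Zbtb20 at 0.109, 0.108 and 0.065 without B6→B6 replicates 1, 3 and 5; without HLA→B6 replicates 1 and 2 they were at 0.438 and 0.272, and at 0.212 and 0.402.

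In structural cells C1qa went from 0 to 54.5 CPM, at least 75.5-fold, C1qb from 0 to 45.6 CPM, at least 63.1-fold, and Ighg1 from 0 to 22.4 CPM, at least 30.9-fold, where the limit stands for 3 counts over the B6→B6 group. Rbfox3 (-3.12), Egr1 (-3.03) and Tmeff2 (-2.91) fell the most. Without B6→B6 replicate 4 the adjusted p by edgeR was 0.0746 for C1qa, 0.067 for C1qb, 0.113 for Ighg1, 0.126 for Egr1 and 0.0885 for Tmeff2. Without B6→B6 replicate 2 it was 0.0646 for Ighg1, 0.0908 for Egr1 and 0.0514 for Tmeff2, without B6→B6 replicate 3 0.0646 for Ighg1 and without B6→B6 replicate 1 0.064 for Egr1. Without HLA→B6 replicate 1 it was 0.131 for Rbfox3, 0.155 for Egr1 and 0.123 for Tmeff2, and without HLA→B6 replicate 2 0.108 for Ighg1, 0.0961 for Rbfox3 and 0.135 for Egr1. In T cells of HLA→B6 grafts, which should lack it, C1qa stood at 3.35 CPM without scaling between libraries, against 58.0 CPM in structural cells. It was at 20.6 CPM in NK cells and 0 in B cells. C1qb stood at 2.65 CPM in T cells and 0 in NK and B cells, against 53.8 CPM in structural cells. These levels argue against free RNA of macrophages spread alike over the cells as the whole source of the rise of these 2 genes. It stays a candidate explanation of a part, most for C1qa. Since its level differed between cell types, that part cannot be told apart from macrophages taken up with structural cells. In structural cluster 0, Igkc went from 0 to 253 CPM, at least 63.2-fold, and AW112010 (4.99) and Serpina3f (3.96) rose. In T cells, without scaling between libraries, Igkc also went from 3.27 to 153 CPM, and in HLA→B6 grafts Ighg1 stood at 17.1 CPM in T cells and 99.2 CPM in NK cells, against 24.5 CPM in structural cells, so free RNA of PCs and B cells may account for much of these 2 rises. Of T cells, 27 of 48 pairs of a gene and a library had 0 UMIs over 6 genes of other cell types, 22 of them in B6→B6 mice, and Igkc had none in 4 libraries. This is consistent with free RNA having been removed by the authors before deposit, so a 0 in these data may be the result of that removal.

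MHC II transcripts in structural cells were weighed against free RNA and against the size of cluster 0. H2-Ab1 in T cells of HLA→B6 grafts was at 18.7 CPM and in NK cells at 52.9 CPM, against 1807 CPM in structural cells (all 3 without TMM scaling, and 1606 CPM with it in structural cells). In B6→B6 grafts T and NK cells stood at 8.84 and 7.00 CPM, so both rose too. These levels argue against free RNA spread alike over the cells as the whole source. H2-Ab1 is on the authors' list of free RNA markers. If free RNA was removed before deposit, T and NK cells cannot show how much was left in structural cells. In structural cells outside cluster 0 the log2 fold change of H2-Ab1 was 1.92, which argues against a larger share of cluster 0 as the whole source. A response of structural cells to rejection stays open as a hypothesis.

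Cluster 3 of B cells and PCs had few UMIs in all 3 mice with 10 or more of its cells, and a higher mitochondrial share than cluster 0, as damaged cells would, in only 2: the medians were 12.2% and 2.63% in B6→B6 replicate 5, 9.65% and 2.61% in HLA→B6 replicate 3, and 2.01% and 2.54% in HLA→B6 replicate 1. At equal depth, 86.1% of 36 cluster 3 cells of B6→B6 replicate 5 were above the mitochondrial share of cluster 0 cells, 11.6% against 7.57% in the median. In HLA→B6 replicate 3 it was 54.2% of 48 cells, 9.88% against 10.1%, so in that mouse damage cannot be told apart from low depth. For HLA→B6 replicate 1 only 5 cells had a match, too few to tell: 60% of them were above, while the medians were 0.253% against 7.61%. A difference of these cells between the groups was not tested apart from this.

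The larger number of genes in cluster 1 cells went with their UMIs: at equal UMIs the difference from cluster 0 was -0.594 genes, consistent with depth as its source. The fall in PCs at equal UMIs was gone without Ig genes, with a difference of 20.0 genes, consistent with Ig transcripts that take most UMIs of a PC. Both may hold beside a real difference in the state of the cells, which was not tested apart from depth.

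Of isotype transcripts in cluster 1, Ighg2c was found in a larger share of cells than in T cells at equal depth in the 2 mice of 4 that had any, with 17.0% of 74 cells against 9.98% in HLA→B6 replicate 1 and 3.47% of 70 cells against 0.749% in HLA→B6 replicate 2. With so few cells that carry it, free RNA of PCs cannot be told apart from transcripts of cluster 1 in these mice. Ighd was found in 18.6% of cluster 1 cells at equal depth, against shares under 1% in T cells of the same mice, which argues against free RNA of other B cells. Scgb1a1 was found in structural cluster 1 in 5 of 8 mice, and in all 5 in a larger share of its cells than of T cells and than of cluster 0 cells, as was Sftpc. These shares argue against free RNA spread alike over the cells of a library. By level, Scgb1a1 went the other way in HLA→B6 replicate 1, with 923 CPM in cluster 1, 3066 CPM in T cells and 1073 CPM in cluster 0. A share above that of T cells is not particular to cluster 1, since cluster 0 had one too in each of the 5 mice in which it had Scgb1a1 and the 4 in which it had Sftpc. As the authors drew the clusters from the same counts, and 7 of the 10 genes that lead cluster 1 are higher in other cell types, cells that free RNA drew into the cluster cannot be told apart by Scgb1a1 and Sftpc from cells that express them. Epcam, found in a smaller share of cluster 1 cells than of T cells, and Pecam1, found in most cluster 1 cells, argue against epithelial cells as most of cluster 1. Structural cluster 2 had Scgb1a1 in 2 mice and was above T cells in 1 of them, HLA→B6 replicate 3, in which it held 25 cells, too few to tell.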
